# The transcription factors Tfeb and Tfe3 are required for survival and embryonic development of pancreas and liver in zebrafish

**DOI:** 10.1371/journal.pgen.1011754

**Published:** 2025-06-27

**Authors:** Alberto Rissone, Martina La Spina, Erica Bresciani, Zulfeqhar A. Syed, Christian A. Combs, Martha Kirby, Abdel Elkahloun, Vicky Chen, Raman Sood, Shawn M. Burgess, Rosa Puertollano

## Abstract

The transcription factors TFEB and TFE3 modulate expression of lysosomal, autophagic, and metabolic genes to restore energy and cellular homeostasis in response to a variety of stress conditions. Since their role during vertebrate development is less characterized, we used CRISPR/Cas9 to deplete *tfeb*, *tfe3a*, and *tfe3b* in zebrafish. The simultaneous lack of these genes compromised embryo survival during early development, with an almost complete lethality of the larvae by 8–10 dpf. The knockout animals showed apoptosis in brain and retina and alterations in pancreas, liver, and gut. Exocrine pancreas presented the most severe defects, with accumulation of abnormal zymogen granules leading to acinar atrophy in embryos and pancreatitis-like phenotypes in adults; likely due to a block of the autophagy machinery implicated in removal of damaged granules. Knockout animals displayed increased susceptibility to oxidative and heat-shock stress. Our work reveals an essential role of Tfeb and Tfe3 in maintaining cellular and tissue homeostasis during development.

## Author summary

TFEB and TFE3 belong to the MiT/TFE family of basic helix–loop–helix leucine zipper transcription factors and orchestrate cellular responses to a variety of stress conditions, such as nutrient deprivation, oxidative stress, organelle damage, and pathogen infection. TFEB and TFE3 translocate from the cytosol to the nucleus following stress. In the nucleus they regulate expression of hundreds of genes, thus contributing to increase the degradative capability of the cells, restore energy homeostasis, and promote cell survival. The important role played by these transcription factors is evidence by their involvement in several human diseases, including cancer, neurodegeneration, and inflammatory disorders. In this study we assessed the role of TFEB and TFE3 during embryonic development in zebrafish and found that they are essential for tissue homeostasis, adaptation to stress, and ultimately embryo survival.

## Introduction

TFEB and TFE3 are basic helix–loop–helix leucine zipper transcription factors that function as master regulators of cellular adaptation to stress in response to a wide variety of stimuli, including nutrient deprivation, oxidative stress, pathogens, organelle damage, and many others [1]. The control of TFEB and TFE3 intracellular localization is critical to modulate their activity [2]. Rag GTPase-mediated recruitment of TFEB and TFE3 to lysosome membranes under basal conditions, brings them in close proximity to the serine/threonine kinase mTORC1 [3,4]. mTORC1‐dependent phosphorylation of TFEB-S211 and TFE3-S321 promotes the binding to 14-3-3, resulting in sequestration of the transcription factors in the cytosol [5–8]. Under stress conditions, inactivation of mTORC1 [5–8], activation of specific phosphatases [9,10], or changes in the conformation of the Rag GTPases [11,12] result in TFEB and TFE3 dephosphorylation and consequent translocation to the nucleus. Additional post-translational modifications, such as acetylation, SUMOylation, oxidation, glutathionylation, polyADP-ribosylation, and itaconatylation, further contribute to regulate their localization, stability, and conformation [13,14]. In the nucleus, TFEB and TFE3 promote expression of genes implicated in multiple pathways, including lysosomal biogenesis, autophagy, metabolism, immunity, cell growth, and differentiation, playing a pivotal role in cellular survival and adaptation to stress, as evidenced by their implication in several human diseases [15,16].

Less characterized is the contribution of TFEB and TFE3 to embryonic development. There is convincing evidence showing that TFEB plays an important role in vascular development [17,18], oligodendrocyte differentiation and myelinization [19], and syncytiotrophoblast formation [20,21]. However, the impossibility to generate whole-animal TFEB/TFE3 double knockout mice, due to the early placentation defects caused by the absence of TFEB [22], has precluded a comprehensive characterization of their function during development. This is an important caveat, given the high level of redundancy displayed by TFEB and TFE3 in different tissues [23–25] and the potential toxicity of the Cre-LoxP system [26]. The compensatory upregulation of other MiT/TFE family members (such as MITF or TFEC) remains also unexplored.

The zebrafish system provides a powerful tool for the analysis of embryonic phenotypes [27]. Compared to mammalian species, zebrafish embryos are very resilient. They hatch with a yolk sac that is consumed during development and, due to their small size, can exchange oxygen by simple diffusion, surviving until 7 days post-fertilization (dpf), even with major cardiovascular defects [28,29].

In this study, we used the zebrafish system to simultaneously deplete *tfeb* and *tfe3* and found that these transcription factors are essential for larval survival during early development. The knockout animals displayed an ample array of alterations, including increased apoptosis in brain and retina, and obvious morphological alterations in pancreas, liver, and gut. The embryos were also very susceptible to external stressor, such as oxidative stress and heat shock, evidencing the key contribution of *tfeb* and *tfe3* to stress adaptation *in vivo*.

## Results

### Establishment and characterization of zebrafish *tfeb*, *tfe3a,* and *tfe3b* triple knock-out lines

The transcription factors TFEB and TFE3 are considered master regulators of cellular response to stress [30]. To better understand their role during embryonic development, we decided to use zebrafish as animal model to generate knock-outs for these genes. Zebrafish present two copies of the *tfe3* gene *(tfe3a* and *tfe3b)* and a single copy of *tfeb* [1]. In addition, both *tfeb* and *tfe3a* genes present an alternative promoter that gives rise to variants lacking the first exons of the gene [31] (Fig 1A). The short forms lack the N-terminal region of the protein, which includes the Rag-binding and the transactivation domains (Fig 1A). Short forms for the zebrafish *tfe3b* genes have not been described so far [31] and might have been lost through evolution after the last whole genome-duplication event [32].

**Fig 1:**
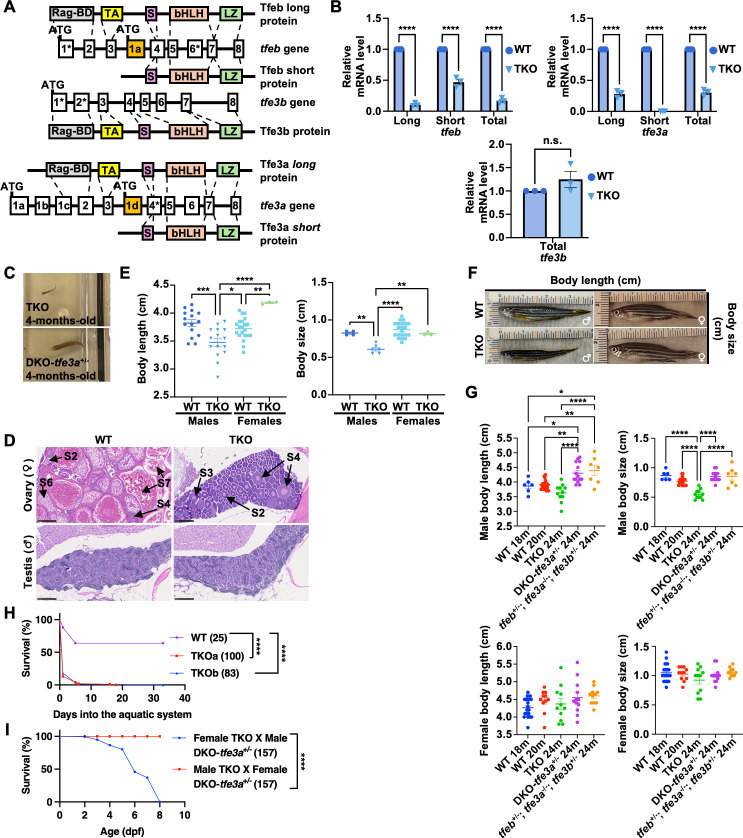
Generation of zebrafish *tfeb*, *tfe3a and tfe3b* triple knockout mutants. **(A)** Genomic coding structure of the zebrafish *tfeb*, *tfe3a and tfe3b* genes and schematic illustration of the major structural domains of their different forms. The coding exons targeted in genome-editing using CRISPR/Cas9 have been marked with asterisks, alternative first coding exons are highlighted in orange. Exons/introns are not drawn to the scale. RAG-BD, RAG binding domain; TA, transactivation domain; S, 14-3-3 binding motif; bHLH, beta Helix-Loop-Helix; LZ, leucine zipper domain. **(B)** Real-time qPCR analysis showing reduction of *tfeb*, *tfe3a* and *tfe3b* expression in 2 dpf TKO embryos. The data represent means ± SEM, n = 3 independent experiments. Statistical significance was determined by using two-way ANOVA with Sidak’s multiple comparisons. n.s., not significant, **** < 0.0001. **(C)** Representative pictures of a 4-months-old TKO fish (top) and its sibling fish (bottom) in a DC-96 genotyping tank. **(D)** Comparison of H&E-stained longitudinal sections of WT and TKO 4-months-old fish embedded in paraffin. (Top) Representative pictures of the ovary of TKO small adult female fish showing the lack of mature oocytes in the TKO ovaries. Different stages of primary oocytes (S2, S3, S4, S6 and S7) are indicated. S2, S3 represent the previtellogenic stages; S6 and S7 are the last stages of oocytes maturation. (Bottom) Representative pictures of testis of 4-months-old control and TKO small adult male fish. Scale bars, 250 μm. **(E)** Comparison of body length (left) and body size (right) between 12-months-old WT and TKO male and female fish. The data represent means ± SEM. Statistical significance was determined by Welch’s two-tailed t-test. * < 0.05, ** < 0.01, *** < 0.001 and **** < 0.0001. **(F)** Representative pictures of 12-months-old WT and TKO fish used for the quantification in (E). **(G)** Comparison of body length and size among different males (top panels) and female (bottom panels) adult fish. WT used are 18- and 20-months-old, TKO and their siblings are 24-months-old. The data represent means ± SEM. Statistical significance was calculated using ordinary one-way ANOVA with Tukey’s multiple comparison test, with a single pooled variance. * < 0.05, ** < 0.01, *** < 0.001 and **** < 0.0001. **(H)** Kaplan-Meier curves showing the percentage of survival (y axis) of WT and TKO embryos (TKOa and TKOb) through time (x axis) while growing into the aquatic system from 6 dpf (time point 0). Numbers in parenthesis indicate the number of embryos used. (Log-rank (Mantel-Cox) test: **** < 0.0001). **(I)** Representative Kaplan-Meier curves showing the percentage of survival (y axis) of the embryos from two different crosses through time (x axis). Numbers in parenthesis indicate the number of embryos used. (Log-rank (Mantel-Cox) test: **** < 0.0001).

Initially, we targeted the first exon of the zebrafish *tfeb* gene using a specific gRNA and the CRISPR/Cas9 system and were able to recover a mutated allele carrying a 7 bpDEL (Figs 1A, S1A and S1B); however, the homozygous fish were viable and fertile, and they did not present major phenotypes. Suspecting possible redundancies with other close members of the MiT/TFE family, we decided to use a CRISPR/Cas9 multiplexing approach to simultaneously target multiple exons of *tfeb* and both *tfe3* genes (Fig 1A). For the *tfeb* and *tfe3a* genes, we targeted exons shared by both the long and short isoforms, while for the *tfe3b* gene we coinjected two gRNAs targeting exon 1 and exon 2, respectively (Fig 1A). The gRNAs and CAS9 were directly injected into the original *tfeb* Ex1 mutant line, and we were able to recover multiple heterozygous mutated alleles for each new site and confirm the mutations both at genomic and mRNA level by Sanger sequencing (S1A and S1B Fig). All the confirmed frame-shift mutations were simple deletions (DEL), except for the mutation in the *tfeb* exon 6, which is the result of two distinct events, a 2 bpDEL (GA) and the insertion of 1 base (T) (S1A and S1B Fig). Notably, the *tfe3b* mutations 4 bpDEL and 7 bpDEL (in exon1 and exon 2, respectively) were both on the same allele.

For simplicity, the triple homozygous animals will be henceforth indicated as TKOs. Expression analysis by qPCR showed a strong reduction of all the *tfeb* and *tfe3a* transcripts (long and short) at 2 days post fertilization (dpf) (Fig 1B). Although the *tfe3b* mutations were present at the mRNA level and introduced multiple premature stop codons, the nonsense-mediated mRNA decay (NMD) was not activated (Fig 1B). Since our first attempts to obtain TKO adult fish from intercrosses of triple heterozygous fish, it was evident that the TKO fish presented an extremely reduced size compared to their siblings (Fig 1C). Even after being separated from their siblings following genotyping at three months of development, these very small TKO fish were unable to recover their size, and we almost systematically failed to obtain fertilized eggs in intercross experiments. As shown in Fig 1D, histological analysis of testis of 4-months-old TKO fish did not show any major phenotypes. In contrast, TKO female fish presented a total lack of oocytes in the last phases of maturation, with most of the oocytes blocked in the previtellogenic phases, which explains the failure to get fertilized eggs in intercross experiments. We wondered whether the reduced size and the general limited maturation level of the fish, might be due, at least in part, to food competition [33]. To test this hypothesis, we started to separate the smaller larvae from the rest of the population at ~30 dpf and let them grow in a separate tank. After 3 months of development, we observed an increase in the average size and the number of fertilized eggs in the TKO population isolated from the rest, thus confirming that the food competition was partially responsible for the limited growth and sexual maturation of the larvae. However, whereas TKO female fish seemed to partially recover their size through time, TKO male fish were never able to fully recover their size even after 1 year of development (Fig 1E and 1F). To further sustain that observation, we compared the size of 24-months-old TKO males and their siblings (*tfeb*^-/-^; *tfe3a*^+/-^; *tfe3b*^-/-^, indicated as DKO-*tfe3a*^+/-^ and *tfeb*^+/-^; *tfe3a*^-/-^; *tfe3b*^+/-^ fish) with 18- and 20-months-old wild-type (WT) fish (Fig 1G). Only 2-year-old TKO males presented both reduced body length and size compared to all the other classes (Fig 1G).

Notably, embryos obtained from an intercross of TKO adults did not reach adulthood (3 months of age) and started to die around 4–6 dpf (Fig 1H). We observed almost a complete lethality by 8–10 dpf, with only 1 larva over the 183 tested that was able to pass 1 month of development (Fig 1H). As previously described [31], *tfeb*, *tfe3a* and *tfe3b* transcripts are maternally inherited by the embryos. Therefore, we wondered whether the specific lack of maternal *tfe3a* transcripts might affect the survival of the TKO larvae. Interestingly, crosses between DKO-*tfe3a*^+/-^ females (*tfeb*^*-/-*^*, tfe3a*^*+/-*^*, tfe3b*^*-/-*^), which contain *tfe3a* maternal RNA in oocytes, and TKO males (*tfeb*^*-/-*^*, tfe3a*^*-/-*^*, tfe3b*^*-/-*^) survived to adulthood. In contrast, crosses between TKOs females and male DKO-*tfe3a*^+/-^ males died by 8 dpf (Fig 1I). Quantitative RT-PCR analysis showed that only the *tfeb* and *tfe3a* long forms are maternally inherited and their accumulation is reduced in TKO oocytes, probably due to a partial degradation induced by NMD (S1C and S1D Fig). S1 Table summarizes the different survival phenotypes/genotype observed.

TFEB and TFE3 mediate upregulation of multiple lysosomal and autophagy genes in mammals, allowing cellular response to a wide variety of stress conditions, including starvation [6], oxidative stress [9], energy homeostasis [25], DNA damage [34], and inflammation [24], among others. To confirm the disruption of zebrafish *tfeb, tfe3a* and *tfe3b* function in TKO mutant embryos, we performed qPCR analysis on mRNA extracted from whole embryos, and measured expression of genes involved in some of the afore mentioned processes. As expected, we observed a very significant reduction in the expression of multiple genes involved in lysosomal biogenesis and/or function (S1E and S1F Fig).

Given the severe lethality observed in TKO embryos after ~5 dpf, we also checked expression of apoptotic markers. qPCR analysis at 4 dpf showed a significant increase in the expression of *tp53* and some of its target genes, including *p21*(*cdkn1a*), *ccng1*, *∆113tp53*, *mdm2*, *baxa* and *rps27l*, in TKO embryos (S1G Fig). To confirm the presence of apoptotic cells, we performed whole mount TUNEL assay staining in TKO and control embryos at different developmental stages (S1H and S1I Fig). The analysis showed the presence of TUNEL^+^ cells in specific areas of the embryos. Compared to WT, TKO embryos showed increased TUNEL positivity in retina and brain at 3 and 4 dpf, while at later stages, TUNEL^+^ cells were mostly observed in the eye and the pectoral fins of TKO samples (S1H and S1I Fig).

Overall, our data show that the simultaneous lack of all the forms of *tfeb*, *tfe3a* and *tfe3b* transcripts is embryonically lethal, impairing lysosomal activity and inducing apoptosis mainly in neural tissues, such as retina and optic tectum, during embryo development. Maternal *tfe3a* long forms presented a pivotal role for embryo survival when the other genes/forms were knocked-out, and zygotic *tfe3a* transcripts (long and short) were not able to compensate for them. Of note, although sufficient for embryo survival, larvae deprived of zygotic *tfe3a* transcripts presented a strong reduction of their size that persisted in adult male fish.

### Zebrafish *tfeb*, *tfe3a, tfe3b* triple knock-out embryos present liver and pancreas defects

To further study the overall effect of *tfeb* and *tfe3* depletion on embryo development, we performed proteomic analysis of 5 dpf whole embryos. Among the 7652 proteins analyzed, we found that 856 proteins were differentially expressed in TKO vs WT (fold change >1.5, p < 0.05); among them, 436 and 420 were down- and up-regulated, respectively (Figs 2A and S2A, and S2 Table). Interestingly, gene ontology (GO) Molecular Function analysis of the down-regulated proteins showed an enrichment of terms involved in peptidase activity, in particular of those known to be stored in pancreatic zymogen granules [35], such as serine-type endopeptidases (Cela1.6, Zgc:112160, Prss1, Cela1.4, Cela1.1, Ela2l, Ctrl, Prss59.2 Prss59.1, Ctrb1 and Ela3l), alpha-amylases (Zgc:92137 and Amy2a) and carboxypeptidases (Cpa5, Cpa4, Cpb1, Cpa1) (Fig 2B and S3 Table). Moreover, through manual annotation of the dataset, we were able to find two more down-regulated proteins (Cd63 and Cuzd1.1), not picked up by the GO analysis, previously associated to pancreatic zymogen granules [35] (S3 Table). GO analysis using KEGG pathways and a human dataset showed similar results, plus an enrichment of lysosomal-related terms (Fig 2C), partially confirming the results observed in the qPCR analysis (S1E and S1F Fig). Among the up-regulated proteins, the GO analysis using KEGG pathways revealed the enrichment of proteins involved in metabolic activities such as oxidative phosphorylation, TCA cycle, amino acid metabolism and fatty acid catabolism (S2B Fig and S3 Table). Moreover, the GO Molecular Function analysis (nutrient reservoir activity and lipid transporter activity terms) showed that most of the vitellogenins (glycoproteins accumulated in the oocytes of adult females and main component of the yolk) [36], were strongly enriched and upregulated in TKOs compared to controls (S2C and S2D Fig and S3 Table, respectively).

**Fig 2:**
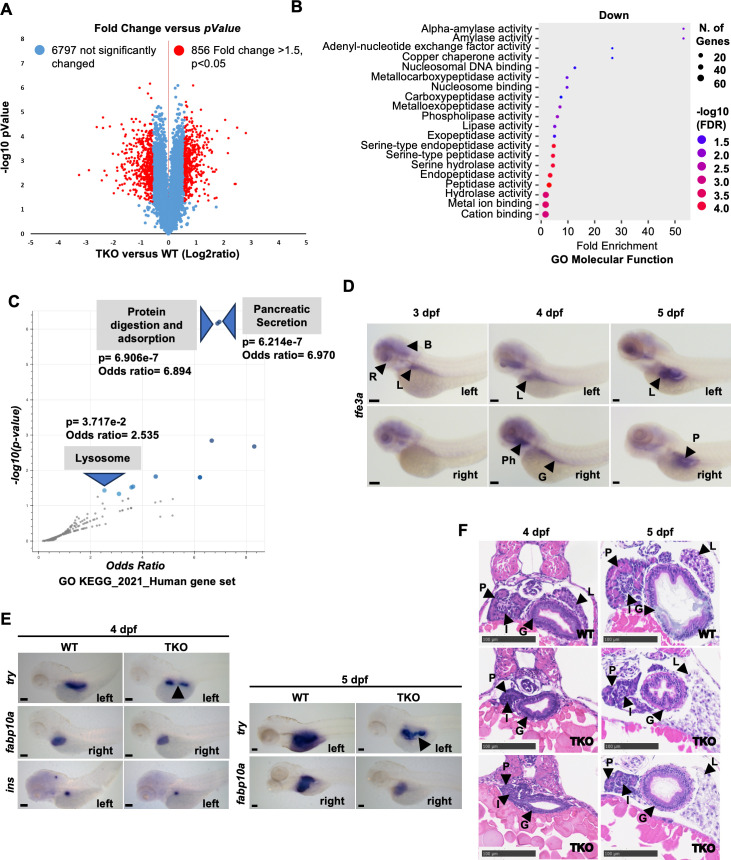
Proteomic and phenotypical analysis of 5 dpf WT and TKO embryos. **(A)** Volcano plot showing the fold change of 7652 protein abundance between TKO zebrafish group and WT group (n = 3). The x-axis represents the log2 of fold changes, and the y-axis represents the statistically significant p-value (-log10 of p-value, n = 3). Blue dots represent 6797 proteins fold change <1.5, red dots are 856 differentially expressed proteins with a fold change >1.5, p < 0.05. **(B)** ShinyGO Molecular Function term enrichment of the proteins significantly downregulated in TKO mutants compared to WT siblings. FDR, false discovery rate. **(C)** Volcano plot of terms from the KEGG_2021_Human gene set using Enrichr. Each point represents a single term, plotted by the corresponding odds ratio (x-position) and -log10(p-value) (y-position). Blue points represent significant terms (p-value < 0.05); smaller gray points represent non-significant terms. **(D)** WISH analysis with an antisense probe against *tfe3a* transcripts during WT embryo development. Top and bottom panels show left and right sides of the embryos, respectively. Anterior to the left. B, brain; G, gut; L, liver; P, pancreas; Ph, pharynx; R, retina. Scale bars, 100 μm. **(E)** WISH analysis with an antisense probe for pancreatic (*try* and *ins*) and hepatic (*fabp10a*) markers in WT and TKO at 4 and 5 dpf. Arrowheads point to strong reduction of *try* signal in TKO embryos. Lateral positions, anterior to the left. Scale bars, 100 μm. **(F)** H&E staining of 5 μm transversal sections showing the gastro-intestinal organs in the trunk of paraffin embedded 4 and 5 dpf WT and TKO embryos. G, gut; I, islet; L, liver; P, exocrine pancreas. Scale bars, 100 μm.

Whole mount in situ hybridization (WISH) analysis showed that *tfe3a* transcripts (long and short) were expressed in neural tissues and gastro-intestinal organs during normal development (Fig 2D); moreover, TKO embryos presented altered expression of both, pancreatic (*try* and *ins*) and hepatic markers (*fabp10a*) (Fig 2E). The reduction of *trypsin* expression in TKO pancreas, especially in the most central part of the organ, was very substantial (arrowheads in Fig 2E). H&E analysis of paraffin sections of TKO embryos at the same developmental stages confirmed the presence of morphological abnormalities in both the organs (Figs 2F and S2E). In TKO embryos, the pancreas presented reduced size and decreased eosinophilic staining at the most apical portion of the acinar cells, rich in zymogen granules (Fig 2F). The only islet present at these developmental stages appeared slightly reduced, but overall, morphologically comparable to the controls (Figs 2E, 2F and S2E). Moreover, WISHs and analysis of serial sections of the trunk region of the embryos at 5 dpf confirmed reduced yolk adsorption in TKO embryos (Figs 2E, 2F and S2F-I), presence of discontinuities in the exocrine pancreas tissue (arrows in S2H and S2I Fig), and reduction of the central part of the organ, as previously observed in WISH analysis (black arrowheads in Figs 2E and S2I). Similarly to pancreas, TKO livers presented reduced size compared to control embryos with reduced eosin staining and more dispersed nuclei, suggesting decreased cellular density (Figs 2E, 2F and S2F-I).

Overall, our proteomic and histological data showed that TKO embryos presented severe developmental defects in gastro-intestinal organs, in particular pancreas and liver, which might contribute to the observed increased lethality.

### Characterization of pancreatic alterations in TKO embryos

To further characterized the alterations observed in the liver and pancreas of TKO embryos, we moved the TKO fish to the *2CLIP;Tg(ptf1a:EGFP)*^*jh1*^ transgenic background [37]. This transgenic line expresses GFP in pancreatic acinar cells and multiple neuronal regions (retina, brain and spinal cord), as well as dsRED in hepatocytes and pancreatic beta cells, thus allowing the study of pancreas and liver embryonic development in real time.

By using confocal microscopy, we were able to visualize an array of morphological defects in the pancreas of the TKO embryos from ~4 dpf, with a complete penetrance in the population starting from 5 dpf (Figs 3A, 3B, S3A and S3B). As previously observed in WISH experiments and histological analysis (Figs 2E and S2F-I), our confocal analysis confirmed the presence of discontinuities in the exocrine pancreas tissue and the reduction of the central part of the organ. Furthermore, we observed a very peculiar defect in the orientation of the pancreas in a subset of the TKO population (S3C-E Fig). Overall, TKO embryos presented higher penetrance of laterality defects compared to control WT embryos, with 6.9% (60/867) and 0.9% (4/426) of the respective populations showing *situs inversus* of the visceral organs. Notably, 24% (209/867) of the TKO embryos presented also an incorrect orientation of the pancreas (S3C-E Fig) regardless of the presence of the *situs inversus* (S3C Fig). The same phenotype was observed in the control population as well, although at a very low frequency (0.5%, 2/426 control embryos) (S3E Fig).

**Fig 3:**
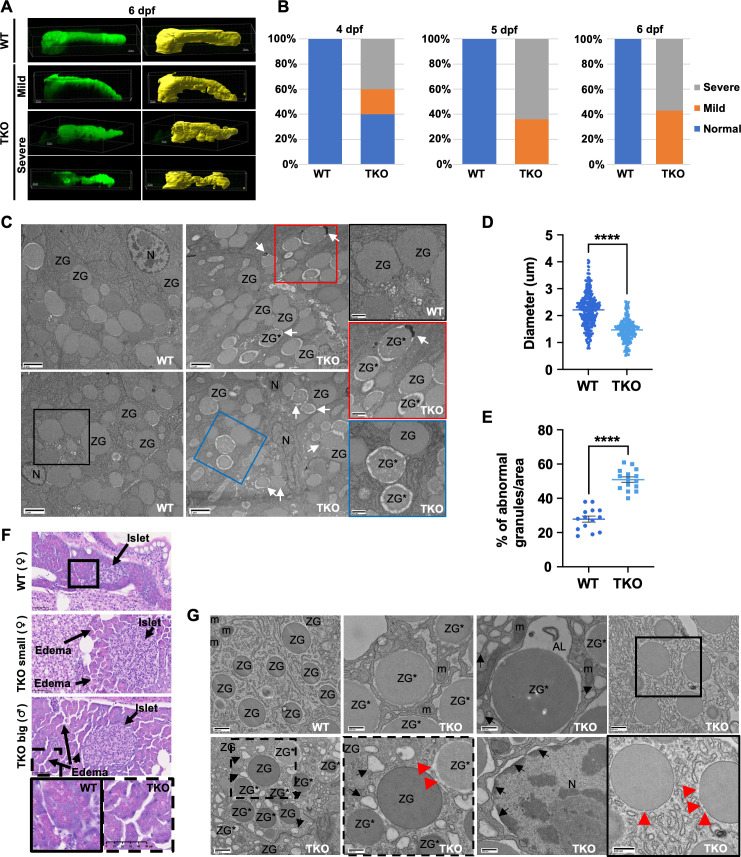
Pancreatic defects observed in TKO embryos and adult fish. **(A)** Representative max-projections (green) and Imaris 3D reconstructions (yellow) of confocal Z-stacks of 2CLIP WT and TKO embryos at 6 dpf showing the different classes of phenotypes of the mutant embryos. Dorsal views, anterior to the left. Scale bars, 30 μm. **(B)** Quantification of the % of pancreas phenotypes observed in WT and TKO embryo populations during development from 4 to 6 dpf. **(C)** Representative EM pictures comparing acinar cells in WT and TKO 5 dpf embryos. White arrows: zymogen granules in autolysomes. Scale bars, 2 μm. Inset scale bars: 0.8 μm. **(D-E)** Quantification of zymogen granules size (D) and quality (E) in WT and TKO embryos at 5 dpf. The data represent means ± SEM. Statistical significance was determined by unpaired two-tailed t-test. **** < 0.0001. **(F)** H&E histological analysis of 4 months old WT and TKO adult fish showing mild signs of pancreatic inflammation (edema, eosin-neg zymogen granules). Insets are showing the edema and the lack of eosin positivity in the TKO mutant pancreas more in detail. Scale bars, 50 μm. **(G)** Representative EM images of pancreatic tissues from adult WT and TKO fish. Scale bars: 800 and 400 nm. Black arrows mark dilated endoplasmic reticulum and nuclear envelop; red arrowheads label ruptures in the zymogen granule membrane. AL, autolysosome; m, mitochondria; N, nucleus; ZG, zymogen granule; ZG*, abnormal granules.

Further studies using semithin sections and toluidine blue staining revealed a strong reduction of the staining of zymogen granules (ZGs) in the acinar cells of the TKO embryos (red area in S3F Fig). This observation was confirmed by electron microscopy (EM) analysis (Fig 3C). At sub-cellular level, TKO pancreatic acinar cells presented a significant reduction in the size of ZGs, as well as a higher percentage of abnormal granules/area (Fig 3D and 3E, respectively), corroborating the data from the proteomic analysis (Fig 2B and 2C) and suggesting a reduced functionality of the organ. Despite the higher percentage of abnormal ZGs in TKO EM sections, we only observed a few fused with functional lysosomes (Fig 3C, white arrows). This suggests that the impairment of lysosomal and/or autophagic activity caused by the lack of *tfeb*, *tfe3a* and *tfe3b* may prevent the removal of damaged/fragile zymogen granules, leading to intracellular activation of pancreatic enzymes and eventually to pancreatitis [38–40]. To further test this hypothesis, we performed histological analysis on 4-month-old WT and TKO adults derived from an intercross of DKO-*tfe3a*^*+/-*^ fish, which can reach adulthood (Fig 3F). Histological analysis highlighted defects in the exocrine pancreas of TKO adults. Independently of the size of the TKO adult fish, we observed some early signs of pancreatic inflammation [41,42], such as generalized edema and a high level of eosin-negative zymogen granules in acinar cells (Fig 3F). Our analysis did not show any major signs of fibrosis or massive infiltrations of immune cells, as observed in other models of pancreatitis [41], suggesting the presence of mild defects, more similar to those previously observed in an acinar cell-specific tfeb KO murine model [40]. The endocrine component of the organ did not present major defects, suggesting a specific effect of the lack of *tfeb*, *tfe3a* and *tfe3b* on the exocrine component of the pancreas, at least in the adult mutants (Fig 3F). Further characterization on older fish (7 months) showed a reduction of ZGs toluidine staining in TKO acinar cells (S3G Fig). EM analysis confirmed a strong accumulation of abnormal ZGs in TKOs, many of them presenting damaged or disrupted membranes, suggesting the potential release of pancreatic enzymes (Fig 3G). It was also clear the presence of dilated endoplasmic reticulum and nuclear envelop that may indicate increased ER stress (Fig 3G).

### Single-cell gene expression profile of WT and TKO acinar pancreatic cells at 4 dpf

To comprehensively characterize the transcriptional landscape of the TKO embryos, we performed single-cell RNA sequencing (scRNA-seq) of dsRED^+^- and GFP^+^-positive cells isolated from our 2CLIP lines. 

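The 2CLIP line carries GFP under the *ptf1a* promoter, which is active in acinar cells and in parts of the nervous system, and dsRED in hepatocytes and pancreatic beta cells. The deposited data are 4 libraries of 3' single-cell tags, 1 each for WT GFP+, TKO GFP+, WT dsRED+ and TKO dsRED+ cells of embryos at 4 dpf. There are therefore no replicates, no test was run, and every value compares 1 library with another. The paper names the 3 mutated genes as *tfeb*, *tfe3a* and *tfe3b*, whereas the sample label of the TKO cells lists *tfe3a* 2 times and leaves out *tfe3b*. The paper's naming is used here. The authors aligned the reads and counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger, version 7.0.1 in the paper. The submitters' processing notes give the genome build as GRCz10, and each deposited matrix holds raw counts of 25432 genes. The WT GFP+ library has 4580 barcodes, 20637738 UMIs in total and a median of 1507 UMIs and 795 genes per barcode. The TKO GFP+ library has 4239 barcodes and is deeper, with 28445698 UMIs and a median of 2187 UMIs and 989 genes. The paper states its depth in reads per cell, whereas every value here uses the UMIs of the deposited matrices. Of the targeted genes, *tfeb* was at 7.82 CPM (counts scaled to the UMIs of the library; exact Poisson 95% interval 6.55 to 9.27) in WT and 2.54 CPM (1.94 to 3.27) in TKO GFP+ cells, *tfe3a* at 44.7 CPM (41.5 to 47.9) and 27.7 CPM (25.7 to 29.9), and *tfe3b* at 2.71 CPM (1.98 to 3.61) and 1.94 CPM (1.42 to 2.59). The alleles are small frameshift changes, which 3' tags do not read, so these levels do not check the genotype. The intervals on single counts, shares and ratios given here cover counting error only, not the spread between embryos or libraries. With the paper's filters for GFP+ cells (200 to 4000 detected genes and at most 5% mitochondrial UMIs), 3435 WT barcodes (75.0%, exact binomial 95% interval 73.7 to 76.2) and 3131 TKO barcodes (73.9%, 72.5 to 75.2) were kept. Gene lists, cell type markers, the filters, the settings of the clustering and the size of a ratio that counts as higher or lower were set before the data were examined. Some lists hold genes that the paper chose on these libraries. How many markers name a cluster, and which clusters to leave out before clustering again, were decided after the clusters had been seen.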

We decided to use embryos at 4 dpf, 1 day before the stage used for proteomic analysis, because we reasoned that transcriptional variations usually precede changes at protein level. The experimental workflow used for the scRNA-seq experiments is shown in S4A Fig. Since GFP is expressed in several tissues (pancreas, retina, brain and spinal cord), we first enriched the pancreatic cell population by manually performing a resection of the most anterior trunk region from ~150 WT and TKO embryos (S4A Fig). After cellular dissociation, cells were stained to detect live and dead cells, then sorted, and processed for bioinformatic analysis (S4A-E Fig). 

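Each GFP+ library was first clustered by itself with Seurat (2000 variable genes, 10 principal components, resolution 0.5). The WT cells formed 15 clusters, among them acinar-like clusters of 439 and 94 cells, an endocrine-like cluster of 155 cells and a hepatocyte-like cluster of 190 cells. The TKO cells formed 14 clusters, with an acinar-like cluster of 642 cells, a smaller acinar-like cluster of 65 cells that also carried markers of dividing cells, and a hepatocyte-like cluster of 180 cells. A cluster was named for a cell type when at least 3 of its markers were present, which is written here as acinar-like or hepatocyte-like because no annotation of the cells was used.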

The transcriptional profiles of WT and TKO GFP^+^ cells were analyzed by scRNA-seq, and an independent Uniform Manifold Approximation and Projection (UMAP) was generated for each dataset (S4F Fig), showing 14 different clusters in both datasets. 

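Merged, the 3435 WT and 3131 TKO GFP+ cells fell into 14 clusters. Neuron-like cells made up 4 of them and held 1276 WT and 1158 TKO cells. Acinar-like cells, which carry zymogen genes such as *cela1.3* and *cel.1*, made up clusters 2 (405 WT and 449 TKO cells) and 8 (119 WT and 266 TKO cells). Other named clusters were radial glia-like (306 WT and 232 TKO cells), mesenchyme-like (254 and 148), hepatocyte-like (190 and 180) and epithelial-like (47 and 16). The acinar-like cells were the deepest, with a median of 15991.5 UMIs in WT and 17422 in TKO against 1165 and 1673.5 in neuron-like cells. Their mitochondrial share was 1.59% of UMIs in WT and 1.42% in TKO.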

The UMAP of the merged WT and TKO cells defined 17 cell clusters (S4G Fig). Cell identities were assigned to each cluster based on well-established lineage markers identified as clusters signatures (S4 Table). Then all the neural (Clusters 0, 1, 4, 10–16) and liver (Cluster 3) clusters were removed from the analysis to focus on pancreatic cells (S4H Fig). 

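After the neural and hepatocyte-like clusters had been left out here, 2665 GFP+ cells remained. These included all 524 WT and 715 TKO acinar-like cells, together with the mesenchyme-like and epithelial-like cells and the clusters without a name. Left out were the neuron-like and radial glia-like clusters, a cluster with retinal markers and all hepatocyte-like cells, 190 from WT and 180 from TKO. The removed hepatocyte-like cells were shallow, with a median of 705 UMIs in WT and 692 in TKO.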

A new UMAP was generated using the remaining clusters (S4I Fig) and their expression profiles were used to assign the identity of each different new cluster, when possible (Figs 4A, 4B and S4J, and S4 Table). 

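The remaining GFP+ cells separated into 11 clusters. Acinar-like cells formed 3 of them, endocrine-like cells 1 (141 WT and 88 TKO cells) and ductal or centroacinar-like cells 1 (72 WT and 69 TKO cells). Mesenchyme-like cells formed clusters with 195 WT and 83 TKO cells and with 22 WT and 48 TKO cells, and 3 further clusters were radial glia-like with markers of division (181 WT and 160 TKO cells), neuron-like with markers of division (36 and 34) and epithelial-like (46 and 15). A cluster of 85 WT and 99 TKO cells carried 4 markers of enterocytes and as many of another cell type, and was left without a name.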

We were able to assign specific identity to most of the clusters, except for cluster 3, which probably represented a mix of different cell types (Fig 4A, left panel). Analysis of cell genotype in the different clusters showed that most (clusters 2–10) were a mix of WT and TKO cells, with a relatively similar expression profile (Fig 4A, right panel).

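Each of the 11 clusters of GFP+ cells held cells of both genotypes. The acinar-like clusters were the most uneven among the larger ones, with 131 WT and 451 TKO cells in cluster 0 and 312 WT and 121 TKO cells in cluster 1. The remaining acinar-like cluster, number 4, had 103 WT and 173 TKO cells. Endocrine-like, ductal-like and radial glia-like cells (181 WT and 160 TKO) were mixed. These clusters were built from the genes that are compared between genotypes, and with 1 library each a cluster mostly of 1 genotype may also reflect the library, so their sizes do not measure how many cells of a type an embryo has.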

**Fig 4:**
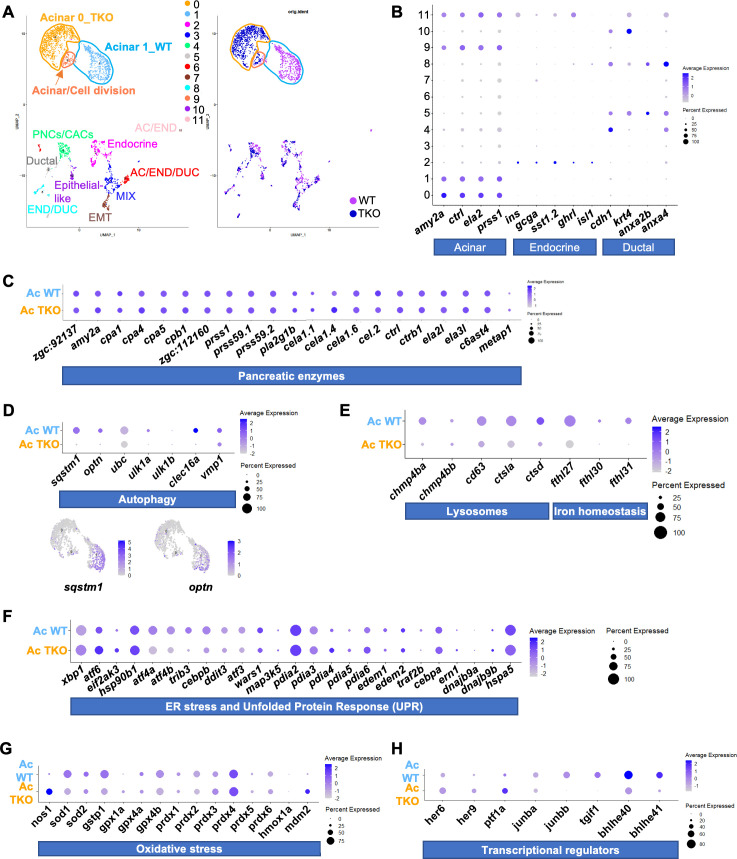
Single cell RNA-sequencing of 4 dpf WT and TKO GFP ^**+**^ **cells.** **(A)** (Left) UMAP showing clustering of merged WT and TKO GFP^+^ datasets. Each cluster identity has been annotated in the plot. Acinar cell clusters have been highlighted. (Right) UMAP displaying the projection of the two genotypes (WT and TKO) merged for the analysis. **(B)** Dot plots showing the expression of acinar, endocrine and ductal gene markers in merged WT and TKO datasets as shown in (A). **(C)** Dot plot showing the expression of the pancreatic proteins found downregulated in the proteomic analysis of 5 dpf WT and TKO embryos. **(D)** (Top) Dot plot showing expression of genes involved in autophagy in TKO and WT acinar cell (Ac) clusters. (Bottom) feature plots depicting the expression level of specific autophagic markers in acinar cell clusters as shown in (A) (purple is high, gray is low). **(E-G)** Dot plot showing expression in TKO and WT acinar cell (Ac) clusters of genes involved in different cellular processes: lysosomes and iron homeostasis (E), ER stress and UPR (F) and oxidative stress (G). **(H)** Dot plot showing examples of genes differentially expressed in TKO and WT acinar cells at 4 dpf. In each dot plot, the size of the dots encodes the percentage of cells within a class, the color indicates the average level of expression (purple is high, grey is low). Graphics in S4A Fig were created with BioRender.com.

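Cells with an acinar-like profile were found in merged clusters 2 and 8 of all GFP+ cells and in clusters 0, 1 and 4 after neural and liver cells had been left out. None of these clusters reached the 5 markers set for dividing cells. A dividing acinar-like cluster of 65 cells appeared when the TKO library was clustered by itself, and mixed ones appeared among the merged cells when the mitochondrial limit was 10% (40 WT and 74 TKO cells) or under 60% (41 WT and 84 TKO cells). The acinar comparison therefore summed the UMIs of all acinar-like cells by library, 9789865 UMIs over 524 WT cells and 15884140 UMIs over 715 TKO cells. Cluster 2 held most of them in both genotypes.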

Clusters 0, 1 and 9 corresponded to pancreatic acinar cells, with cluster 9 representing a mixed group of mitotic WT and TKO cells (S4J Fig). 

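In acinar-like cells the ratios of TKO over WT were taken for 2546 genes with at least 20 CPM in either genotype. Their median on the log2 scale was −0.06, or 0.07 with median-of-ratios scaling, and since both scalings centre the ratios it does not measure a shift of all genes. The lowest ratio belonged to *si:dkey-14d8.6* (ENSDARG00000045835), with 18970 UMIs in WT and 1 in TKO, a log2 ratio of −14.91 (−20.21 to −12.43). *zgc:92590* (ENSDARG00000040282) had 1122 UMIs in WT and 1 in TKO, a log2 ratio of −10.83 (−16.14 to −8.35), and *lima1a*, which encodes an actin-binding protein, was at −6.69 (−7.37 to −6.08). At the other end, *gcgb*, which encodes glucagon, was at 6.17 (5.42 to 7.05), from 14 and 1640 UMIs. Glucagon is a product of endocrine cells, and in neuron-like cells of the same libraries *gcgb* also had 7 UMIs in WT and 57 in TKO. *hmgcs1*, the hydroxymethylglutaryl-CoA synthase of cholesterol synthesis, was at 2.83 (2.61 to 3.06), and the elastase gene *cela1.3* at 2.03 (1.89 to 2.17). Each ratio is that of CPM on the summed UMIs, with the exact conditional binomial 95% interval in brackets. The targeted genes were at −2.19 (−3.11 to −1.34) for *tfeb*, −1.36 (−1.66 to −1.07) for *tfe3a* and −0.50 (−1.29 to 0.30) for *tfe3b* in these cells. Genes of very low count, such as those with 1 UMI in TKO, have wide intervals.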

Importantly, clusters 0 and 1, corresponding to TKO and WT acinar cells, respectively, presented very different expression profiles (Fig 4A and S4 Table), so we focused our attention on these two clusters. Initially we wondered whether pancreatic enzymes may be downregulated at transcriptional level, since this could explain their reduced expression in the proteomic dataset at 5 dpf (Fig 2B and 2C). However, the scRNAseq data showed that the expression of most of those genes appeared unchanged in TKOs or, in some cases, it was slightly upregulated compared to the controls (Fig 4C). These results suggest that the reduction of the pancreatic enzymes is not the result of alterations in their transcriptional levels but might be due, instead, to the increased fragility of the TKO zymogen granules observed later during development (Fig 3C-E) and in the adults (Fig 3F-G).

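Of the 17 pancreatic enzyme genes of Fig 4C, all of which were measured, 2 were higher and 2 lower in TKO acinar-like cells by at least 1.5-fold, and the median log2 ratio was 0.21 (−0.21 to 0.35). The trypsinogen genes *prss1* and *prss59.2* were at 0.09 (0.08 to 0.09) and 0.08 (0.07 to 0.08), and the chymotrypsinogen gene *ctrb1* at 0.35 (0.35 to 0.36). Higher by the 1.5-fold rule were the elastase gene *cela1.4*, at 1.95 (1.90 to 2.00), and the carboxypeptidase gene *cpa4*, at 0.84 (0.81 to 0.86). The elastase gene *ela2l* was at −0.65 (−0.66 to −0.64) and *zgc:92137* at −0.74 (−0.76 to −0.72), which met the rule for lower. The list's median lay at percentile 99.8 of 10000 random lists of the same size matched on mean expression. With every cell given the same weight the median was 0.40. The interval of a list's median comes from the order of its members and treats them as independent, which genes of a pathway are not. In neuron-like cells of the same libraries, which are not known to make these enzymes, 14 of 15 measured enzyme genes were higher in the TKO library (median log2 ratio 1.43 (1.26 to 1.90)), as were 13 of 14 in radial glia-like cells, whereas in ductal-like cells 15 of 16 were lower.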

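In TKO acinar-like cells, *sqstm1* (ENSDARG00000075014), which encodes the autophagy receptor p62, was 31.0-fold lower than in WT, at 12.0 against 371 CPM (log2 ratio −4.95 (−5.17 to −4.74)). *clec16a*, a regulator of mitophagy, was at −4.03 (−4.37 to −3.72), the initiating kinase gene *ulk1a* at −2.97 (−3.43 to −2.53) and the autophagy receptor gene *optn* at −2.76 (−3.03 to −2.49). The ubiquitin gene *ubc* was lower by a smaller amount, at −0.85 (−0.94 to −0.77). The second *ulk1* paralog, *ulk1b*, had 45 UMIs in WT and 56 in TKO, a log2 ratio of −0.38 (−0.97 to 0.22), so no difference was detectable at this depth. It was lower when the mostly TKO acinar-like cluster was set against the mostly WT one, as given among the differences from the paper's values. Over the 6 members with at least 20 CPM of the 7 autophagy genes that the paper names, 6 were lower and 0 higher, with a median log2 ratio of −2.86 (−4.95 to −0.61). The paper chose these genes on the same libraries, so their count is not independent evidence of a direction.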

In agreement with this idea, we found that the expression of critical autophagy modulators, such as *sqstm1*, *optn*, *ubc*, *ulk1a*, *ulk1B*, and *clec16a*, was strongly reduced in TKO acinar cells (Fig 4D). 

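*vmp1*, whose product acts at the endoplasmic reticulum in the formation of autophagosomes, was at 48.2 CPM in WT and 31.7 CPM in TKO acinar-like cells, a log2 ratio of −0.61 (−0.79 to −0.42). The wider list of autophagy machinery, with genes of initiation, lipidation, receptors and fusion, had 9 members at 20 CPM or more in either genotype. Of these 7 were lower and 1 higher in TKO, with a median log2 ratio of −1.06 (−2.97 to −0.47) and a percentile of 0.435 among matched random lists. The list holds *sqstm1*, *optn*, *ulk1a* and *vmp1*, which the paper names from the same libraries, so this percentile is not independent evidence, and without them 3 of 5 members were lower and 1 higher (median −0.69). Cluster against cluster 7 of 9 members were lower and 0 higher (median −1.39). The member that was higher was *ulk2*, a paralog of the *ulk1* genes, at 1.68 (1.38 to 2.00) (10.9 and 35.1 CPM). Most of the machinery is expressed too weakly to be measured here, and without the minimum of 20 CPM the median was −0.49, with 23 members lower and 4 higher.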

Particularly relevant may be the reduced expression of *sqstm1*, which have been previously implicated in elimination of defective zymogen granules or zymophagy [38], as well as *vmp1*, a protein implicated in autophagosome formation that when depleted in mouse acinar cells, causes acute pancreatitis [43]. Expression of several markers of lysosomal function (*cd63*, *ctsla*, *catsd)*, lysosomal repair (*chmp4ba*, *chp4bb*) and iron homeostasis (*fthl27*, *fthl30*, and *fth31*) was also significantly decreased in TKOs (Fig 4E).

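Most measured lysosomal genes were lower in TKO acinar-like cells. The cathepsin genes *ctsla* and *ctsd*, which encode lysosomal proteases, were at −2.33 (−2.44 to −2.23) and −1.69 (−1.87 to −1.51) on the log2 scale, and the tetraspanin gene *cd63* at −1.63 (−1.76 to −1.50). Of the ESCRT-III genes that act in the repair of lysosomal membranes, *chmp4ba* was at −2.68 (−2.90 to −2.46) and *chmp4bb* at −0.36 (−0.66 to −0.06). The ferritin genes, which store iron, differed most: *fthl31* was at −5.40 (−5.78 to −5.04), *fthl27* at −3.60 (−3.67 to −3.54), and *fthl30* had 169 UMIs in WT and 1 in TKO (log2 ratio −8.10 (−13.41 to −5.60)). All 4 of the measured lysosomal genes that the paper names (median −2.01) and both measured ferritin genes (median −4.50) were lower by at least 1.5-fold. The paper chose them on these libraries. In a wider list of lysosomal enzymes and membrane proteins, which also holds *cd63*, *ctsla* and *ctsd*, 6 of 9 measured members were lower and 1 higher, with a median of −0.75 (−1.69 to −0.33) at percentile 1.03. Without those 3 genes 3 of 6 were lower and 1 higher (median −0.55). The higher member was *scarb2a*, a lysosomal membrane receptor, at 1.03 (0.82 to 1.25), which was at −0.44 when the acinar-like cluster mostly of TKO cells was compared with the one mostly of WT cells. Cluster against cluster 8 of 11 members were lower and 0 higher (median −0.96), and without a minimum CPM the list's median was −0.21. Of the V-ATPase subunits, which acidify lysosomes, 3 of 5 measured were lower and 0 were higher, with a median of −0.70.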

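Among the sensors and chaperones of the unfolded protein response, *eif2ak3*, which encodes the kinase PERK, was at a log2 ratio of 1.03 (0.75 to 1.32) in TKO over WT acinar-like cells. The transducer gene *atf6* was at 0.46 (0.35 to 0.56), the transcription factor gene *xbp1* at 0.29 (0.25 to 0.33) and the chaperone gene *hsp90b1* at 0.07 (0.01 to 0.13). The disulfide isomerase gene *pdia4* was the highest of the list, at 1.17 (0.97 to 1.37), while *hspa5*, which encodes BiP, was at −0.61 (−0.64 to −0.58) and *edem1*, which acts in the disposal of misfolded glycoproteins, at −0.67 (−0.91 to −0.42). Over the 33 measured members, 3 were higher and 2 lower by 1.5-fold, and the median was 0.21 (0.02 to 0.32), at percentile 99.8. With median-of-ratios scaling 9 were higher and 0 lower, and with every cell given the same weight 12 and 0. Compared cluster against cluster, 582 cells of the mostly TKO cluster against 433 of the mostly WT cluster, the list's median turned to −0.28, with 0 members higher and 5 lower, and *eif2ak3* (−0.20), *atf6* (−0.04), *hsp90b1* (−0.61) and *pdia4* (−0.34) turned as well. Both clusters hold cells of either genotype, so this contrast is not one of genotype alone. With 20 principal components the acinar-like clusters separated almost fully by genotype (486 WT and 3 TKO cells, and 37 WT and 711 TKO cells). Taken again by library under that clustering, the ratios of all 171 acinar genes checked stayed within their main intervals. This was nearly fixed in advance, since 523 WT and 714 TKO cells were summed there, against 524 and 715 in the main comparison. It therefore does not weigh against the values cluster against cluster, and those 2 clusters were not compared with each other.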

When we next analyzed other stress pathways, we found a slight upregulation in the expression of several ER stress markers, including *xbp1*, *atf6*, *eif2ak3* (perk) and *hsp90b1* (grp94) in TKO acinar cells. However, the levels of *atf4* (*atf4a* and *atf4b*) and several *atf4* targets (*atf3*, *ddit3*) were decreased (Fig 4F), which is consistent with previous reports suggesting that in mammals, TFEB and TFE3 are required for an efficient ATF4-mediated response [44]. This suggests the presence of ER stress that cannot be properly resolved. In contrast, we did not observe a general increase in the expression of oxidative stress related genes, with only *prdx3* and *prdx6* showing a very minor upregulation (Fig 4G). 

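Both zebrafish paralogs of *atf4*, which encodes the main transcription factor of the integrated stress response, were lower in TKO acinar-like cells, *atf4b* with a log2 ratio of −1.49 (−1.59 to −1.38) and *atf4a* with −0.74 (−0.84 to −0.65). Of their targets, *trib3*, which encodes a pseudokinase, was at −2.45 (−2.65 to −2.25), *ddit3*, which encodes CHOP, at −1.0 (−1.13 to −0.86) and *atf3* at −0.33 (−0.42 to −0.25). In the list of *atf4* and its targets 6 of 18 measured members were lower and 0 were higher. The list's median was −0.25 (−0.74 to 0.04), at percentile 6.34 of matched random lists. Without the members that the paper names from the same libraries, 1 of 11 was lower and 0 were higher (median 0.02). Cluster against cluster, with all members, 10 of 19 were lower and 0 higher (median −0.64).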

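Oxidative stress genes did not all go 1 way in acinar-like cells. The peroxiredoxin gene *prdx3*, whose product is mitochondrial, was at a log2 ratio of 0.21 (0.08 to 0.34) in TKO over WT, and *prdx6* at −0.23 (−0.37 to −0.08). Of the 31 measured antioxidant genes, 9 were lower and 1 was higher by 1.5-fold, with a median of −0.25 (−0.58 to −0.08) at percentile 3.60. The lowest members were the thioredoxin gene *txn*, at −3.14 (−3.44 to −2.86), and the glutathione transferase gene *gstp1*, at −1.16 (−1.23 to −1.09). *sod1*, which encodes a superoxide dismutase, was at −0.78 (−0.87 to −0.70), and the glutathione peroxidase gene *gpx1a* was the one above the 1.5-fold line, at 1.08 (0.79 to 1.38). Of 14 measured genes of glutathione metabolism 5 were lower and 2 higher (median −0.36 (−0.93 to 0.42)). Compared cluster against cluster, *prdx3* was at −0.02.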

Surprisingly, *nos1* (the neuronal-specific form of nitric oxide synthase) appeared strongly upregulated in TKO cells (Fig 4G). 

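*nos1* (ENSDARG00000068910), which encodes the neuronal nitric oxide synthase, had 159 UMIs in WT and 1305 in TKO acinar-like cells. This corresponds to 16.2 CPM and 82.2 CPM, a 5.06-fold higher level in TKO and a log2 ratio of 2.34 (2.10 to 2.59).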

Expression of *mdm2*, a critical regulator of t*p53*, was also clearly increased in TKOs (Fig 4G). 

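*mdm2* (ENSDARG00000033443), which encodes the ubiquitin ligase of p53 and is itself a p53 target, was 4.05-fold higher in TKO acinar-like cells, with 129 UMIs in WT and 848 in TKO (log2 ratio 2.02 (1.75 to 2.30)). Other p53 targets went the same way: the cyclin gene *ccng1* was at 1.76 (1.69 to 1.83) and *rps27l*, which encodes a ribosomal protein paralog, at 1.76 (1.68 to 1.84). In contrast, *tp53inp1*, a stress-induced regulator of p53, was at −1.08 (−1.32 to −0.84). Over the p53 targets, 6 of 10 measured members were higher and 1 was lower, with a median of 0.69 (−0.41 to 1.76) at percentile 100. In the comparison of the mostly TKO with the mostly WT cluster the median was −0.24, with 1 member higher and 3 lower.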

Finally, we found altered expression of some transcriptional regulators. 

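Among transcriptional regulators, *tgif1*, which encodes a homeobox repressor of TGF-β signalling, was at a log2 ratio of −4.24 (−4.62 to −3.89) in TKO over WT acinar-like cells. The circadian repressor genes *bhlhe41* and *bhlhe40* were at −2.36 (−2.56 to −2.17) and −1.29 (−1.37 to −1.20). *junbb*, a subunit of AP-1, had 1314 UMIs in WT and 1 in TKO, a log2 ratio of −11.06 (−16.36 to −8.58). *jun* itself was at 0.35 (0.31 to 0.39), but at −0.01 when every cell had the same weight and −0.48 when the mostly TKO cluster was compared with the mostly WT cluster. Higher in TKO were *ptf1a*, the acinar lineage factor whose promoter also drives the GFP, at 1.50 (1.27 to 1.73), and the Hes-type repressor genes *her6* and *her9*, at 1.48 (1.36 to 1.6) and 1.09 (0.91 to 1.27). Of the 9 regulators named in the paper for these cells, which it chose on the same libraries, 5 were lower and 3 higher (median −0.63 (−4.24 to 1.48)). The wider list of immediate-early and heat-shock genes, which respond to dissociation as well as to physiological stimuli, had 15 of 37 members lower and 7 higher, with a median of −0.35 (−0.67 to 0.25). It was at −0.22 with median-of-ratios scaling, where 12 were lower and 10 higher, and at −1.17 cluster against cluster.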

The expression of several well-known TFEB targets, such as *bhlhe40*, *bhlhe41*, *jun*, and *tgf1* was severely reduced in TKOs, while others, including *ptf1a*, *her6*, and *her9*, showed upregulation (Fig 4H).

Overall, our data suggest that defective autophagy and lysosomal function results in increased ER stress and accumulation of damage granules, leading to the disruption of acinar cells in TKOs.

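From the lower levels of autophagy and lysosomal genes beside the altered ER stress genes in these cells, together with the fragile and abnormal zymogen granules seen by microscopy and the lower pancreatic enzymes in its proteomic data, the paper proposes that autophagy and lysosomes fail in TKO acinar cells, that ER stress and damaged granules build up, and that the cells are disrupted as a result. In the acinar-like cells the autophagy, lysosomal and ferritin genes that the paper names lay below 0, as did *atf4a*, *atf4b*, *atf3* and *ddit3*, while *nos1* and *mdm2* lay above it. The ER stress genes *eif2ak3*, *atf6*, *xbp1* and *hsp90b1* lay above 0 with all acinar-like cells, whereas *eif2ak3*, *atf6* and *hsp90b1* lay below it cluster against cluster. Each of those clusters holds cells of both genotypes.

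**Figure D1:**
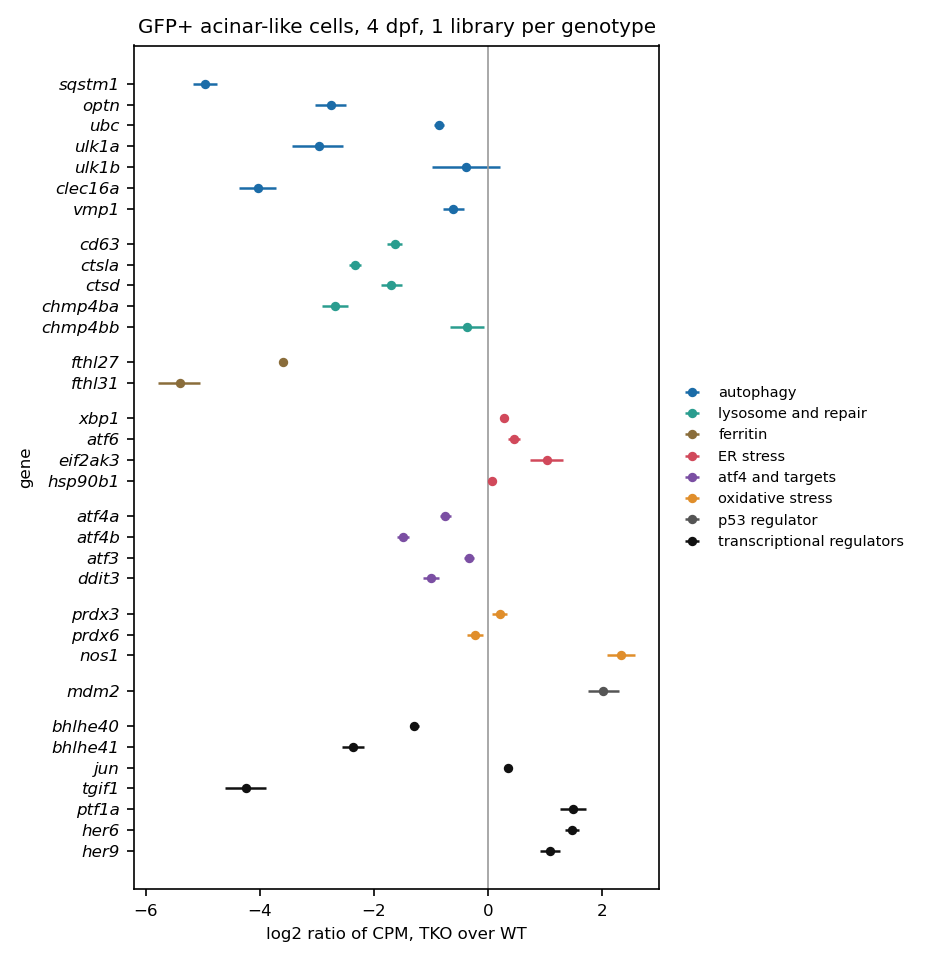
Log2 ratio of CPM (x axis, TKO over WT) for genes chosen from those named in the paper (y axis, coloured by group) in GFP+ acinar-like cells, 524 WT and 715 TKO cells from 1 library each, with points for the ratio and bars for the 95% counting interval. *fthl30*, at −8.10, and *junbb*, at −11.06, each with 1 UMI in TKO, are not drawn. The points drawn run from −5.40 for *fthl31* and −4.95 for *sqstm1* to 2.02 for *mdm2* and 2.34 for *nos1*, and *jun*, drawn at 0.35, is at −0.01 when every cell has the same weight, while *eif2ak3*, *atf6* and *hsp90b1* turn below 0 cluster against cluster.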

### Lack of zebrafish *tfeb*, *tfe3a* and *tfe3b* induces liver and gut defects

The pattern expression analysis of the *tfe3a* gene showed specific expression in liver and gut around 3–5 dpf (Fig 2D) and the expression of specific liver markers appeared reduced in TKO embryos at 4 dpf (Fig 2E). In addition, histological analysis suggested morphological differences in TKO embryos, in particular a reduction of the liver cell density and of the size of the gut in TKO adults (Figs 2F, S2F-I and S3F). Given the lack of TUNEL^+^ cells in the TKO embryos in these organs (S1I Fig), we wondered whether cell cycle defects might be present. To test this hypothesis, we took advantage of the dual Fucci system [45] to visualize the nuclei of cells in G_0_/G_1_ and S/G_2_/M phases in red and blue, respectively, in WT and TKO embryos. In agreement with previous reports [46,47], confocal analysis of FUCCI control embryos showed active proliferation in liver around 2–3 dpf, with a significant increase in the number of cerulean^+^ nuclei, and then reached tissues homeostasis around 7 dpf, with most cells in G_0_/G_1_ phase (S5A and S5B Fig). On average, most cells divided every hour in control embryos (S5B Fig). Conversely, analysis of confocal movies of the TKO embryos at different stages showed multiple examples of cerulean^+^ nuclei that did not divide, even after more than 3 hours of observation (Fig 5A). The block of some hepatic and gut epithelial cells in S/G_2_/M may explain the size reduction of these organs found later during development (Figs 2E, 2F, S2F-I and S3F). To further sustain this hypothesis, we compared the number of quiescent cells (mCherry^+^ nuclei) in similar areas of the left lobe of the liver between WT and TKO embryos at 6.5 dpf, when the tissue should have reached the cellular homeostasis. The analysis confirmed a significantly reduced number of mCherry^+^ nuclei per volume of tissue in TKO mutant compared to the controls (Fig 5B).

**Fig 5:**
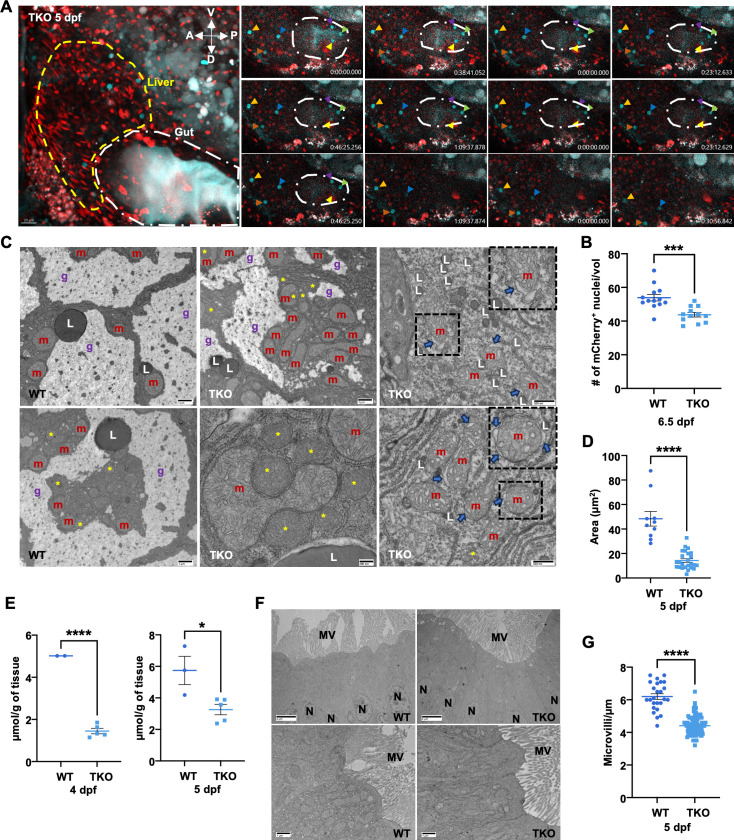
Liver and gut defects observed in TKO embryos. **(A)** (Left) Representative max-projection of confocal Z-stacks of a FUCCI TKO embryo at 5 dpf. The dashed yellow and white lines highlight the left lobe liver and the gut, respectively. Lateral views, anterior to the left and dorsal to the bottom. Scale bar, 20 μm. (Right) Pictures of the same single plane over time from each confocal Z-stack. For clarity, only the gut region is highlighted with a white long-dashed dot line. Arrowheads point at the same cerulean^+^ cells over time. Numbers indicate the time of each frame; each hour the timer is restarting from zero. **(B)** Quantification of the number of G_0_/G_1_ nuclei per volume (39µm^3^) in the left lobe of the liver of WT and TKO at 6.5 dpf. **(C)** Representative EM pictures showing subcellular organization of hepatocytes in 5 dpf WT and TKO embryos. Different grades of severity have been observed in TKO hepatocytes. Dashed black rectangles highlight the insets. m, mitochondria, L, lipid droplets, g, glycogen lacunae, yellow asterisks mark the peroxisomes. Blue arrows point to mitochondria showing signs of distress (intracristal swelling and blistering of the external membrane). Specific scale bars are indicated for each picture. **(D-E)** Quantitative analysis of glycogen content in WT and TKO at different stages. (D) Analysis performed using ImageJ (Fiji) on EM images at the same magnification from WT and TKO at 5dpf. **(E)** Glucose content (μmol/grams of embryonic tissue) quantification after amyloglucosidase digestion in WT and TKO embryos at 4 and 5 dpf. **(F)** Representative EM pictures comparing gut epithelial cells in WT and TKO 5 dpf embryos. Scale bars, 4 μm (top) and 1 μm (bottom). N, nucleus, MV, microvilli. **(G)** Quantification of the microvilli density (# of microvilli/µm) in 5 dpf WT and TKO gut epithelial cells. The data represent means ± SEM. Statistical significance was determined by unpaired two-tailed t-tests. * < 0.05, *** < 0.001 and **** < 0.0001.

To highlight possible subcellular defects, we performed EM analysis of embryonic liver and gut epithelium (Fig 5C and 5F, respectively). Interestingly, we observed hepatic alterations with different levels of severity in TKO embryos (n = 3 animals): from an increased number of peroxisomes and their close association to mitochondria (Fig 5C), to more severe defects including distressed mitochondria showing intracristal swelling and blistering of the external membrane, as well as accumulation of very small lipid droplets (Fig 5C, insets). In addition, all the TKO liver sections showed decreased glycogen accumulation inside hepatocytes (Fig 5C). This initial observation was confirmed by calculating the area occupied by glycogen lacunae in WT and TKO hepatocytes at 5 dpf (Fig 5D) and by performing quantification of the total content of embryonic glycogen at 4 and 5 dpf (Fig 5E). Reduction of glycogen storage and increased peroxisome numbers were also observed in TKO adult hepatocytes (S5C-E Fig). Our EM analysis also identified mild defects in the gut epithelium of the TKO embryos at 5 dpf (Fig 5F and 5G). Although the morphology of the gut enterocytes appeared comparable to controls (Fig 5F), quantification of the microvilli on their surface showed a statistically significant reduction of their density (Fig 5G), suggesting a possible reduction of the adsorption ability of the intestine in TKO embryos.

Proteomic analysis of livers extracted from WT and TKO adults showed a relative limited number of differentially expressed proteins (245 out of 7860) (S5F Fig and S5 Table). However, GO KEGG analysis of downregulated and upregulated proteins revealed alterations in several metabolic pathways in TKO livers (S5G and S5H Fig and S6 Table). One of the most upregulated proteins in TKO liver was glucose-6-phosphate dehydrogenase (G6pd), the rate-controlling enzyme of the pentose phosphate pathway [48] (S5 and S6 Tables). Catalase (Cat), a specific peroxisomal marker, was also significantly upregulated, which agrees with the increased number of peroxisomes observed in the EM sections (S5 and S6 Tables, S5D and S5E Fig).

### Single-cell gene expression profile of WT and TKO hepatocytes at 4 dpf

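Hepatocyte and endocrine transcripts were read from the dsRED+ cells of 2CLIP embryos, again in 1 library per genotype at 4 dpf. The deposited WT dsRED+ matrix has 4424 barcodes, 24991712 UMIs and a median of 3374 UMIs and 297.5 detected genes per barcode. The TKO dsRED+ matrix has 4315 barcodes, 34730931 UMIs and a median of 3249 UMIs and 651 genes. In these cells *tfeb* was at 9.36 CPM (7.85 to 11.1) in WT and 5.62 CPM (4.75 to 6.61) in TKO, *tfe3a* at 38.0 CPM (34.9 to 41.3) and 23.9 CPM (22.1 to 25.9), and *tfe3b* at 1.46 CPM (0.901 to 2.23) and 0.956 CPM (0.619 to 1.41). The filters kept 1702 WT barcodes (38.5%, 37.0 to 39.9) and 2355 TKO barcodes (54.6%, 53.1 to 56.1). The paper states limits of 200 and 4000 detected genes for GFP+ cells and does not say whether they hold for dsRED+ cells, and they were applied here to both. The cells kept had a median of 5276 UMIs in WT and 7541 in TKO. The clustering followed that of the GFP+ cells, at resolution 0.3 for cell types and 0.1 for the comparison of clusters. For ratios, that comparison set all 2333 cells of the cluster richest in TKO cells against all 920 of the one richest in WT cells. The first number exceeds that of all TKO hepatocyte-like cells (1942 with dividing ones kept), so ratios given cluster against cluster are not between genotypes alone. Ratios were again taken on UMIs summed over all non-dividing cells of a type by library.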

Next, we sorted dsRED^+^ cells from 2CLIP WT and TKO fish at 4dpf, which correspond to hepatocytes and endocrine pancreatic cells (S6A-C Fig). 

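Mitochondrial transcripts took a large part of the UMIs of the dsRED+ barcodes, with a median of 74.3% in WT and 39.1% in TKO, against 2.37% and 1.98% in the GFP+ libraries. Barcodes with 90% or more mitochondrial UMIs numbered 1753 in WT (39.6%) and 1361 in TKO (31.5%). A limit of under 60% alone passed 1748 WT and 2472 TKO barcodes, and the limits on detected genes left out 1995 and 1590 barcodes in all. Among the cells kept, the median mitochondrial share was 25.4% in WT and 9.77% in TKO.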

Since hepatocytes contain a high number of mitochondria (S6D Fig), as previously reported [49], we set a < 60% of percent.mt as a threshold to be sure to include the hepatocyte population in the analysis. 

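Clustered by itself, the WT dsRED+ library gave 8 clusters and the TKO library 7, from 1702 and 2355 cells.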

The transcriptional profiles of WT and TKO dsRED^+^ cells were analyzed by scRNA-seq and, using the same parameters, an independent UMAP was generated for each genotype (S6E Fig), showing 6 different clusters in both the cases. Cell identities were then assigned to each cluster based on the presence of typical markers identified as clusters signatures (S6F Fig and S7 Table). Both WT and TKO cells presented 4 clusters for hepatocytes (Clusters 0–4 and Clusters 0-1-4-5, respectively), an undefined mixed cluster of cells expressing neuronal markers (Cluster 3), and a cluster of endocrine cells from the pancreas (Cluster 5 and Cluster 2, respectively) (S6E and S6F Fig and S7 Table). 

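In the WT dsRED+ library clustered by itself, 5 clusters were hepatocyte-like (415, 376, 268, 231 and 133 cells), 1 was hepatocyte-like with markers of division (105 cells), 1 was endocrine-like (73 cells) and 1 had no name (101 cells). In the TKO library, 4 clusters were hepatocyte-like (810, 770, 196 and 179 cells), 2 were endocrine-like (185 and 24 cells) and 1 had no name (191 cells). None of the TKO clusters reached the 5 markers set for dividing cells, and the hepatocyte-like cluster of 196 cells had 3 of them.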

Notably, when we compared the mitochondrial QC metric through the different clusters of WT and TKO cells, it appeared that only the hepatocyte clusters were responsible for the observed high percentage of mitochondrial DNA (S6G Fig), excluding the presence of generic stress conditions during the dissociation and sorting that could have affected their overall integrity and survival. 

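The mitochondrial share was highest in hepatocyte-like cells of both genotypes. Pooled over the non-dividing hepatocyte-like cells it was 19.5% of UMIs in WT and 11.9% in TKO, with medians over cells of 29.7% and 12.6%. Endocrine-like cells of the same libraries had 6.16% in WT and 2.14% in TKO (medians 2.40% and 1.12%), and neuron-like cells 6.32% and 3.10% (medians 2.27% and 1.93%). The share was thus lower in TKO in each of these cell types, not in hepatocyte-like cells alone. Of the mitochondrially encoded respiratory chain genes, 13 of 13 were lower in TKO endocrine-like cells (median log2 ratio −1.52 (−1.65 to −1.34)) and 12 of 13 in TKO neuron-like cells (median −1.10 (−1.38 to −0.94)). In the WT library clustered by itself, 1 hepatocyte-like cluster of 415 cells reached a median share of 50.5%. Without any limit on the share, hepatocyte-like cells were at 21.1% in WT and 12.7% in TKO. This counts only clusters named hepatocyte-like in that clustering. It therefore need not cover the 727 WT and 370 TKO barcodes that the limit alone had left out.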

To better compare the expression profile of WT and TKO cells we merged the datasets and generated a new UMAP (Fig 6A). 

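Merged, the dsRED+ cells of both genotypes formed 8 clusters at resolution 0.3. Of these, 7 were named from markers such as *fabp10a* and *tfa* for hepatocytes and *ins* and *gcga* for endocrine cells and 1 stayed without a name, and their leading genes were read for signs of stress. Cluster 4, which is hepatocyte-like, was led by the complement gene *c7b*, the interferon regulatory factor gene *irf1b*, *acss1* and the chemokine gene *cxcl18b*, and cluster 1, also hepatocyte-like, by mitochondrially encoded genes. Scrublet with its automatic threshold called no doublet in either dsRED+ library, so the cells with the highest 5% of its scores were left out as a further alternative.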

The UMAP of the merged WT and TKO cells defined 9 cell clusters (Fig 6A), and their expression profiles were used to assign their identity (S6H Fig and S7 Table). We identified Clusters 0–4 as hepatocytes, Cluster 7 as dividing hepatocytes, and Clusters 6 and 8 as endocrine cells (Fig 6A). 

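In the merged dsRED+ data, clusters 0, 1, 2 and 4 were hepatocyte-like, cluster 6 was hepatocyte-like with markers of division (91 WT and 128 TKO cells), cluster 3 was endocrine-like (71 WT and 209 TKO cells) and cluster 7 neuron-like (43 and 46). Cluster 5 (64 and 158) met no cell type's markers. Together the non-dividing hepatocyte-like clusters held 1433 WT cells with 12488863 UMIs (median 5295 per cell) and 1814 TKO cells with 21681349 UMIs (median 7822).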

As previously observed (Clusters 3 in S6E and S6F Fig), only Cluster 5 likely represented a mix of different cell types and genotypes (Figs 6A and S6H). 

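WT and TKO hepatocyte-like cells lay mostly in different clusters. Cluster 2 held 654 WT and 186 TKO cells, cluster 0 held 168 WT and 1110 TKO cells, cluster 4 held 263 WT and 2 TKO cells, and cluster 1 was the most even, with 348 WT and 516 TKO cells. These clusters also differed in their median mitochondrial share, which was 27.2% in cluster 2, 9.57% in cluster 0, 31.2% in cluster 4 and 37.0% in cluster 1. The comparison of hepatocyte-like cells between genotypes is therefore largely one of cluster 2 and cluster 4 in WT with cluster 0 in TKO. As the clusters come from the compared genes, their sizes are not a count of cell states in the embryo.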

Based on the genotype, most of the clusters presented a certain degree of cell separation in the UMAP, suggesting a potentially different expression profile (Fig 6A, right panel).

**Fig 6:**
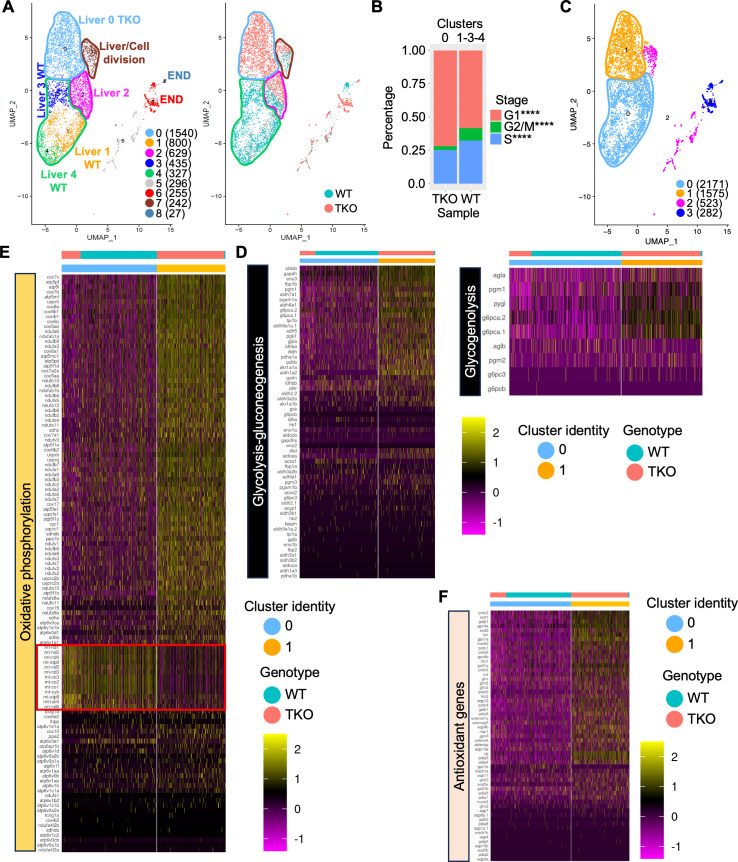
Single cell RNA-sequencing of 4 dpf WT and TKO dsRED ^**+**^ **cells.** **(A)** (Left) UMAP showing the clustering of merged WT and TKO dsRED^+^ cells. Liver and endocrine pancreatic cell cluster identity has been annotated in the plot. The total number of cells in each cluster in shown in parenthesis. (Right) UMAP displaying the projection of the two genotypes (WT and TKO) merged for the analysis. Major liver clusters have been highlighted. **(B)** Analysis of the cell cycle using Seurat CellCycleScoring function in WT and TKO hepatic cells. Statistical significance was determined using Fisher’s exact test. **** < 0.0001. **(C-F)** Heat maps showing expression of metabolic genes involved in glycolysis/gluconeogenesis and glycogenolysis (D), oxidative phosphorylation (E), and antioxidant genes (F) at single-cell level in WT and TKO liver cell clusters highlighted in the specific UMAP (C). Numbers in parenthesis indicate the total number of cells for each cluster.

Since we observed cell-cycle defects in TKO hepatocytes *in vivo* during embryo development (Fig 5A), we decided to compare cell-cycle status between different WT and TKO clusters using Seurat CellCycleScoring function (Figs 6B and S6I). As expected, almost all the cells in Cluster 7 were assigned to a proliferative phase of the cycle (G_2_/M or S phases) (S6I Fig). 

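Phases were called per cell with CellCycleScoring on zebrafish names of its S and G2/M genes, with each cell thinned to 1000 UMIs because the TKO cells are deeper. Mitochondrial UMIs were thinned with the rest. Their median share was 29.7% in WT and 12.6% in TKO non-dividing hepatocyte-like cells, so thinned WT cells mostly keep fewer nuclear UMIs than TKO cells. In the dividing hepatocyte-like cluster, 83 of 90 WT cells (92.2%, exact binomial 95% interval 84.6 to 96.8) and 125 of 126 TKO cells (99.2%, 95.7 to 100.0) were called S or G2/M, after 1 WT and 2 TKO shallower cells had been left out. Without thinning the shares were 100.0% and 99.2%. The call has a high background: 71.0% of WT and 70.0% of TKO neuron-like cells and 50.0% and 50.7% of endocrine-like cells of the same libraries were also called S or G2/M, at median depths of 1559 and 1663.5 UMIs and of 9414 and 9175 UMIs. For endocrine-like cells this background depended on the thinning, with 59.15% (46.8 to 70.7) in WT and 37.3% (30.7 to 44.3) in TKO at 500 UMIs, 50.0% and 41.4% at 2000 UMIs and 40.8% and 39.23% without thinning. The name of the dividing cluster rests on its markers, and no cycling is read from the phase calls alone.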

Overall, WT samples presented a statistically significant increase in the number of cell in G_2_/M phase (S6I Fig). Conversely, the comparison between TKO Cluster 0 and WT Clusters 1-3-4 revealed increased number of TKO cells in G_1_ phase and a significant reduction of the proliferating cells, particularly those in the G_2_/M phase (Fig 6B), confirming the block in S phase of a portion of the hepatocytes observed *in vivo* (Fig 5A and 5B).

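Over all hepatocyte-like cells with the dividing cluster kept, 21.5% of WT cells (19.5 to 23.8) and 20.2% of TKO cells (18.4 to 22.1) were called G2/M after thinning, which left out 76 WT and 105 TKO cells. These intervals overlap, so no difference was detectable at this depth. As thinned WT cells mostly keep fewer nuclear UMIs, this does not show that the shares were equal. Without thinning the shares were 11.6% (10.0 to 13.3) and 8.86% (7.63 to 10.2). Thinned to 2000 UMIs, which left out 177 and 201 cells, they were 21.7% (19.5 to 24.0) and 16.4% (14.7 to 18.3).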

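In the non-dividing hepatocyte-like clusters, 835 of 1358 WT cells (61.5%, 58.8 to 64.1) and 1167 of 1711 TKO cells (68.2%, 65.9 to 70.4) were called G1. Cells called S made up 20.1% (18.0 to 22.3) of WT and 14.9% (13.2 to 16.7) of TKO cells, and cells called G2/M 18.4% (16.4 to 20.6) and 16.9% (15.1 to 18.8). Thinning left out 75 WT and 103 TKO cells, and without it G1 was 59.8% and 68.5%, S 32.5% and 26.4% and G2/M 7.68% and 5.18%. Taken as clusters, with the WT cells of clusters 2 and 4 against the TKO cells of cluster 0, the gap was wider: G1 was called in 484 of 879 WT cells (55.1%, 51.7 to 58.4) and 753 of 1091 TKO cells (69.0%, 66.2 to 71.8), S in 23.2% and 15.2%, and G2/M in 21.7% (19.0 to 24.6) and 15.8% (13.7 to 18.1). Here 38 WT and 19 TKO cells had been left out, and the unthinned shares were 55.1% and 70.4% for G1, 35.2% and 25.6% for S and 9.71% and 4.05% for G2/M. Endocrine-like and neuron-like cells, called S or G2/M as often as stated for the dividing cluster, set the background of these calls. At 500 UMIs that of endocrine-like cells differed between the genotypes in the same direction as the calls in hepatocyte-like cells.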

To further compare hepatocyte expression profiles between WT and TKO, we modified the resolution parameter and repeated the analysis. The UMAP in Fig 6C shows the resulting organization of hepatocyte clusters. 

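Immediate-early genes were among the lowest ratios of TKO over WT in hepatocyte-like cells, and a few enzyme genes were among the highest. *junbb* had 3254 UMIs in WT and 0 in TKO, at least 1883-fold lower against a floor of 3 UMIs over the TKO cells. The chemokine gene *ccl39.2* had 1707 and 2 UMIs (log2 ratio −10.53 (−13.58 to −8.68)), the phosphatase gene *dusp5* was at −6.69 (−8.33 to −5.45), *irf1b* at −5.10 (−5.41 to −4.80) and *atf3* at −4.42 (−4.57 to −4.28). *aldh1a2*, which encodes the retinaldehyde dehydrogenase that makes retinoic acid, was at 5.49 (5.05 to 5.96) (42 and 3274 UMIs), and *zgc:171534* at 5.06 (4.84 to 5.29). Of the immediate-early and heat-shock genes, 37 of 42 measured members were lower and 0 were higher (median −2.65 (−3.24 to −2.18)), although the chaperone gene *hspa8*, the highest member, was at 0.24 (0.21 to 0.27). Acute phase and complement genes, the secreted products of hepatocytes, went the other way, with 23 of 37 higher and 4 lower (median 0.94 (0.53 to 1.05), percentile 100), led by the complement genes *c4b* (2.29 (2.19 to 2.40)) and *c3a.2* (2.15 (2.09 to 2.2)). Over the 3615 genes with at least 20 CPM the median log2 ratio was 0.21, or 0.08 over nuclear genes only, so list medians are to be read against that shift. The largest group of WT cells, 654 of 1433, lay in cluster 2, and most TKO cells, 1110 of 1814, in cluster 0. In hepatocyte-like cells of the GFP+ libraries with the same limit of under 60%, which are shallow, the immediate-early list was at −0.06, the acute phase list at 0.11 and *zgc:171534* at −0.03.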

We then performed a DE analysis comparing Cluster 1 (TKO) and Cluster 0 (WT>>TKO cells) (S7 Table). The list of differentially expressed genes was used to perform a GO analysis based on the KEGG database (S6J Fig). The analysis showed a general enrichment of several metabolic pathways, including TCA cycle, oxidative phosphorylation, glyoxylate and dicarboxilate metabolism, amino acid metabolism, and lipid metabolism, among others (S6J Fig). 

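Tricarboxylic acid cycle genes were higher in TKO hepatocyte-like cells, with 14 of 23 measured members higher by 1.5-fold and 0 lower, a median log2 ratio of 0.69 (0.44 to 0.84) and a percentile of 99.98 among matched random lists. The mitochondrial isocitrate dehydrogenase gene *idh2* was at 1.64 (1.42 to 1.86) and *dlat*, a subunit of pyruvate dehydrogenase, at 1.14 (0.89 to 1.4). Lipid genes were less uniform: of the apolipoproteins 6 of 12 were higher and 3 lower (median 0.56 (−0.69 to 1.12); *apoba* at 1.46 (1.39 to 1.53)), and of the genes of cholesterol synthesis 13 of 21 were higher and 2 lower (median 0.62 (−0.09 to 0.72); lanosterol synthase *lss* at 1.67 (1.45 to 1.90)). For cholesterol synthesis the count was 6 higher and 3 lower when scaled over nuclear genes, and the median turned to −0.16 cluster against cluster. In the hepatocyte-like cells of the GFP+ libraries, which have a median of 705 UMIs in WT and 692 in TKO, the tricarboxylic acid cycle list was at −0.05 with 2 members higher and 4 lower, the apolipoproteins were at −0.34 and *idh2* at −0.76. Cholesterol synthesis kept its direction there, at 0.36 (0.01 to 0.54), with 4 of 20 members higher and 3 lower.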

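Glutathione metabolism genes went both ways in hepatocyte-like cells, with 8 of 27 measured members higher in TKO and 3 lower, a median log2 ratio of 0.36 (−0.12 to 0.63) and a percentile of 86.8. The highest were *idh2*, which supplies NADPH in mitochondria, and the peroxidase gene *gpx1a*, at 1.53 (1.47 to 1.58), while its paralog *gpx1b* was at −3.15 (−3.54 to −2.78). Scaled over nuclear genes, 5 were higher and 5 lower (median 0.23), and cluster against cluster 11 and 3 (median 0.52). With a mitochondrial limit of 20% the median was 0.13. In the hepatocyte-like cells of the GFP+ libraries it was −0.09 with the limit of under 60% and 0.08 with the limit of 5% (4 of 27 higher and 4 lower). In cluster 1, the cluster most evenly mixed by genotype, *gpx1b* was at 1.64.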

Another enriched category was glutathione metabolism, which was also found in the GO analysis performed on the proteomic data on adult liver (S5H Fig), suggesting higher expression of antioxidant genes in TKOs, possibly due to increased level of oxidative stress. Since we observed a reduction of glycogen accumulation in both TKO embryonic and adult hepatocytes, as well as the presence of stressed mitochondria in embryonic hepatocytes (Figs 5C-E and S5C-E), we focused our attention on specific metabolic pathways (glycolysis, glycogenolysis and oxidative phosphorylation) and expression of antioxidant genes (Fig 6D-F). Instead of limiting the analysis to the known DEGs, we checked expression of those genes included in each corresponding gene sets from the KEGG database in Cluster 1 and Cluster 0 as shown in Fig 6C. 

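Glycolysis and gluconeogenesis genes were on balance slightly higher in TKO hepatocyte-like cells, but not above other genes. Of 35 measured members 12 were higher and 5 lower, and the median log2 ratio of 0.26 (0.04 to 0.61) lay at percentile 45.4 of matched random lists. Aldolase A (*aldoaa*) was at 1.6 (1.4 to 1.80) and the catalytic subunits of glucose-6-phosphatase, which release free glucose, at 0.85 (0.79 to 0.92) (*g6pca.1*) and 0.61 (0.57 to 0.65) (*g6pca.2*). In contrast, *gck*, the glucokinase that starts glycolysis in the liver, was at −2.89 (−3.21 to −2.58) and the acetyl-CoA synthetase gene *acss1* at −3.88 (−4.16 to −3.61). Of the glycogen breakdown genes 2 of 6 were higher and 0 lower (median 0.48 (−0.32 to 0.85)). Of the glycogen synthesis genes 1 was higher and 2 were lower among 4 (median −0.09), with the branching enzyme gene *gbe1b* at −0.83 (−0.96 to −0.71). Scaled over nuclear genes, 9 glycolytic genes were higher and 6 lower (median 0.13), and cluster against cluster 13 and 3 (median 0.51). The median was 0.02 with a mitochondrial limit of 20% and 0.01 in the shallow GFP+ hepatocyte-like cells, where *aldoaa* (−0.03) and *g6pca.1* (−0.10) turned below 0 and *gbe1b* turned to 0.50, and *gck* was at 1.96 in cluster 1.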

Analysis of the glycolysis, gluconeogenesis, and glycogenolysis pathways confirmed a general upregulation of most genes in TKO cells (Fig 6D), further supporting the *in vivo* data regarding the reduction of glycogen in TKO hepatocytes. As shown in Fig 6E, we observed a general upregulation of cellular components of the oxphos genes; however, at the same time, all the mitochondrial genes involved in different complex of the respiratory chain (complex I, complex III, complex IV and complex V) [50] appeared strongly downregulated (red box), suggesting a block of the mitochondrial respiratory chain and ATP production. 

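Nuclear and mitochondrially encoded genes of the respiratory chain went in opposite directions in hepatocyte-like cells. Of 83 measured nuclear genes 30 were higher in TKO and 1 was lower, with a median log2 ratio of 0.51 (0.45 to 0.57) at percentile 99.99. The complex I genes *ndufv1* and *ndufb11* were at 1.45 (1.36 to 1.55) and 1.18 (1.00 to 1.37), and *cox4i1l*, a paralog of a complex IV subunit, was the one that was lower, at −2.24 (−2.57 to −1.93). Of the 13 mitochondrially encoded genes 6 were lower by 1.5-fold and 0 were higher, with a median of −0.56 (−0.92 to −0.28). The complex IV genes *mt-co2* and *mt-co3* were the lowest, at −0.98 (−0.99 to −0.97) and −0.96 (−0.97 to −0.95), and *mt-co1* was at −0.92. Of complex III, *mt-cyb* was at −0.76. The complex I genes ran from −0.73 for *mt-nd6* to −0.20 for *mt-nd4l*, and of complex V *mt-atp6* was at −0.28 and *mt-atp8* at 0.01 (−0.04 to 0.06). Scaled over nuclear genes the medians were 0.38 (with 12 higher and 1 lower) and −0.69, and cluster against cluster 0.71 (with 51 higher and 0 lower) and −0.59. The same opposite directions were seen in neuron-like cells of these libraries, where the nuclear list was at 0.46 (0.30 to 0.67) with 32 of 78 members higher, whereas in endocrine-like cells, with their mitochondrially encoded genes lower, the nuclear list was at −0.03. Neuron-like cells also showed hepatocyte transcripts, with 8 of 12 acute phase genes higher in TKO. With a mitochondrial limit of 20% the nuclear list stayed above 0, at 0.29, and the mitochondrially encoded list, on which that limit acts directly, was at 0.01. In the hepatocyte-like cells of the GFP+ libraries at the limit of under 60% they were at 0.06 and 0.08.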

Increased levels of intracellular ROS can be a direct consequence of a partial/complete block of the mitochondrial respiratory chain [51], so we checked the expression of antioxidant genes in our dataset (Fig 6F). As expected, most of the genes presented an increased expression in the TKO cells compared to the controls (Fig 6F), suggesting that the abnormal morphology of the mitochondria observed in the TKO embryos at 5 dpf (Fig 5C) might be the direct consequence of a block of the mitochondrial oxidative phosphorylation. 

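Antioxidant genes were more often higher than lower in TKO hepatocyte-like cells, at 13 and 4 of 49 measured members, with 0.37 (0.22 to 0.51) as the median log2 ratio and 93.9 as its percentile. *nqo1*, which encodes a quinone reductase, was at 1.71 (1.59 to 1.84), beside *gpx1a* as the next highest. The heme oxygenase gene *hmox1a* was the lowest, with 375 UMIs in WT and 3 in TKO (log2 ratio −7.76 (−10.05 to −6.20)). The split depended on the scaling and on the cells. Over nuclear genes 10 were higher and 7 lower, with every cell given the same weight 25 and 4, and cluster against cluster 24 and 3. With a mitochondrial limit of 20% 9 were higher and 6 lower (median 0.14). In the shallow hepatocyte-like cells of the GFP+ libraries the median turned to −0.10, and *nqo1* was at −0.27.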

GO analysis found an enrichment of peroxisomal and fatty acid degradation genes among the upregulated genes (S6J Fig), confirming our previous EM analysis in both embryonic and adult liver tissues (Figs 5C and S5C-E). 

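Most measured peroxisomal genes and genes of fatty acid degradation differed by less than 1.5-fold between TKO and WT hepatocyte-like cells, and both medians lay within the central 95% of matched random lists. Of the peroxisomal genes 7 of 31 measured were higher and 2 lower (median log2 ratio 0.38 (0.15 to 0.54), percentile 92.2), with *pipox*, the peroxisomal sarcosine oxidase, at 1.2 (1.00 to 1.39), *mpv17l2* at 1.04 (0.79 to 1.3) and the epoxide hydrolase gene *ephx2* at −0.90 (−1.05 to −0.76). Of the genes of fatty acid degradation 10 of 32 were higher and 2 lower (median 0.45 (0.22 to 0.63), percentile 96.0). The glutaryl-CoA dehydrogenase gene *gcdhb* was at 2.03 (1.78 to 2.28) and *hadhaa*, a subunit of the trifunctional protein of β-oxidation, at 1.19 (1.07 to 1.32), while the acyl-CoA synthetase gene *acsl4a* was at −3.86 (−4.19 to −3.54). Cluster against cluster 15 peroxisomal genes were higher and 2 lower, and 19 and 2 of fatty acid degradation. In the shallow GFP+ hepatocyte-like cells the fatty acid list was at −0.09, with *gcdhb* at −0.76 and *hadhaa* at −0.32, and *ephx2* turned to 0.56. The peroxisome list kept its direction there, at 0.24 (0.04 to 0.56), with 10 of 35 members higher and 3 lower.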

Altogether, our data show an overall metabolic rewiring in TKO hepatocytes, which likely represent the cellular attempt to adapt to defective mitochondrial function and increased oxidative stress.

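From the higher nuclear genes of energy metabolism and antioxidant defence beside the lower mitochondrially encoded genes, and from the abnormal mitochondria, the lower glycogen and the peroxisomes seen by microscopy, the paper proposes that the respiratory chain is blocked in TKO hepatocytes and oxidative stress is raised, and it concludes that their metabolism is rewired, which it gives as a probable attempt of the cells to adapt. In the dsRED+ hepatocyte-like cells the tricarboxylic acid cycle had the highest median of these lists and the mitochondrially encoded genes the lowest. The medians of all of these lists lay nearer to 0 in the GFP+ hepatocyte-like cells, which are shallow. The median over all measured genes did so too, at 0.02 there under the main mitochondrial limit and 0.21 in dsRED+ cells. Nearness to 0 alone therefore does not show that a pattern was lost. Peroxisomal genes were at 0.38 in dsRED+ cells (median of matched random lists 0.24) and 0.24 in GFP+ cells (0.07). The tricarboxylic acid cycle was at 0.69 (0.25) and −0.05 (0.04).

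**Figure D2:**
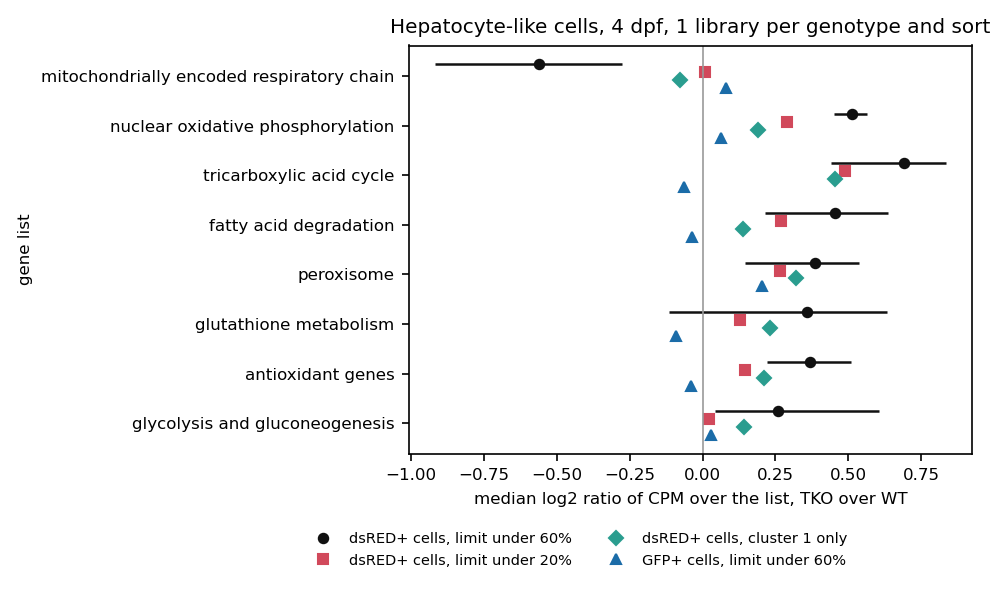
Median log2 ratio of CPM over each gene list (x axis, TKO over WT; y axis, gene list) in hepatocyte-like cells, 1 library per genotype and sort, for all dsRED+ cells (black circles, with the interval of the median), dsRED+ cells under a 20% mitochondrial limit (red squares), cluster 1 alone (green diamonds) and GFP+ cells under the 60% limit (blue triangles). The mitochondrially encoded list moves from −0.56 over all dsRED+ cells to 0.01, −0.08 and 0.08, and the tricarboxylic acid cycle list from 0.69 to 0.49, 0.46 and −0.06. The black circles are to be read against the median over all measured genes in those cells, 0.21.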

### *tfeb*, *tfe3a* and *tfe3b* triple knock-out embryos are more sensitive to cellular stresses

To test whether the lack of *tfeb*, *tfe3a* and *tfe3b* genes could predispose embryos to a higher sensitivity to stress conditions, we exposed embryos to different environmental stressors. As mentioned earlier, our analysis suggested increased oxidative stress in basal conditions in TKO animals. Therefore, we started by increasing cellular levels of oxidative stress *in vivo* by treating WT and TKO embryos with different doses of NaAsO_2_ from 1 dpf to 7 dpf, and then we monitored their survival rate [12,52]. WT embryos were not particularly sensitive to the lower dosage treatments; only dosages of 1.5 mM or above for several days of treatment were able to significantly affect their survival (Figs 7A-D and S7A). In contrast, TKO embryos presented a high lethality rate at all the dosages examined (Figs 7A-D and S7B); we did not observe statistically significant differences between 1.5 and 2 mM treatments, suggesting that NaAsO_2_ reached its plateau of efficacy at 1.5 mM (S7B Fig). The higher sensitivity of the TKO embryos to NaAsO_2_ exposure, further confirmed the important role of zebrafish *tfeb, tfe3a* and *tfe3b* in this specific cellular stress response.

**Fig 7:**
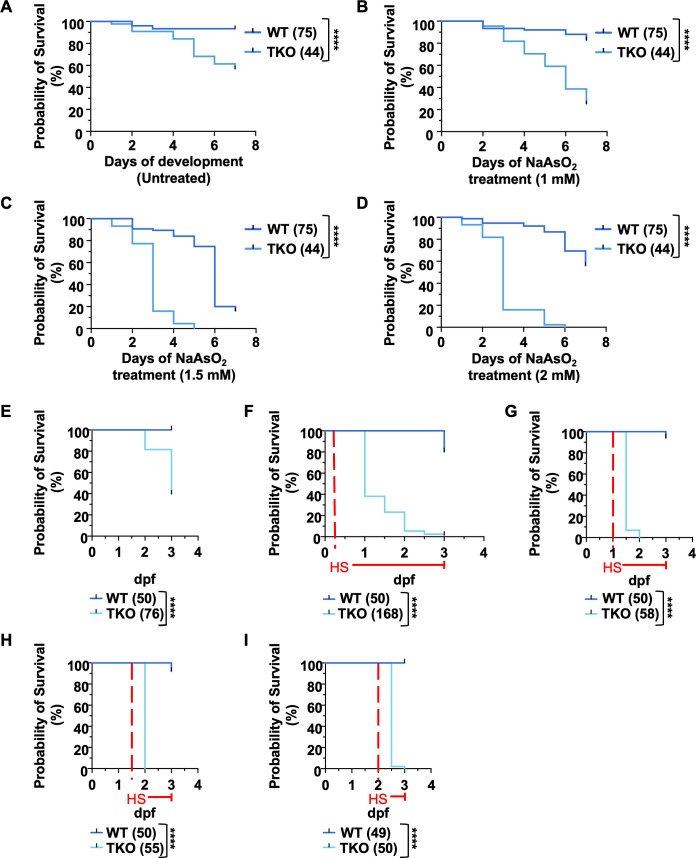
TKO embryos show higher sensitivity to different kinds of cellular stress. **(A-D)** Kaplan-Meier curves comparing the survival rates of WT and TKO embryos at increasing doses of NaAsO_2_ (untreated (A), 1mM (B), 1.5 mM (C), 2 mM (D)). At each dosage, WT embryos were used as controls. The number of embryos per group is indicated in parenthesis. **(E-I)** Kaplan-Meier curves showing the survival rates of WT and TKO embryos following continuous exposure to heat shock treatments until 3 dpf. The red dashed lines highlight the beginning of each heat-shock (HS) treatment. Untreated embryos (E) were used as a control for the quality of the batch of embryos used for the treatments. In each treatment, WT embryos were used as internal controls. The number in parenthesis indicate the embryos used in each treatment. Logrank tests: **** < 0.0001. Data show one representative experiment out of three independently performed.

Manual annotation of the 5 dpf proteomic dataset highlighted the presence of differentially expressed proteins known to be involved in protein folding and/or other stress conditions (S7C Fig). For this reason, we decided to use chronic heat shock treatment as an additional environmental stressor and check its effect in survival of TKO embryos (Fig 7E-I). Since it has been shown that zebrafish embryos are most susceptible to heat shock treatments during the first cycles of cell divisions (early cleavage stages), acquiring increased resistance to heat as they progress through the development (blastula, gastrula and further stages) [53], we decided to use the 30–50% epiboly stage, corresponding to the beginning of the gastrulation, as the earliest stage for the heat shock treatments (Fig 7F) [54]. We also tested different start points, exposing embryos from the same batch to heat shock treatment at 1, 1.5 or 2 dpf, and periodically checking their survival over time (Fig 7G-I). As expected, the different treatments showed a very mild effect on the WT embryo survival, with a higher mortality rate observed in those embryos treated at the earliest stages of development. Conversely, the TKO embryos presented a higher sensitivity to the treatments in all cases, and a dramatic increase in their mortality rate compared to control embryos. Treatment induced a quick and almost complete lethality of the whole TKO population at later stages, suggesting a very strong susceptibility to stress (Fig 7E-I).

Overall, these data indicate that the lack of *tfeb, tfe3a* and *tfe3b* transcription factors sensitize the embryos to different stress conditions *in vivo* and suggest a potential effect on multiple organs and embryonic tissues.

## Discussion

The present study shows that simultaneous ablation of zebrafish *tfeb*, *tfe3a* and *tfe3b* transcripts induces tissue-specific phenotypes and highlights the pivotal role of *tfe3a* maternal long forms for embryo survival and development. By using a combination of proteomic, scRNAseq transcriptomic, confocal, and electron microscopy analysis, we characterized cellular alterations in the pancreas, liver and gut of knockout embryos and adult animals. The more dramatic defects were found in pancreas, where the accumulation of abnormal zymogen granules led to acinar atrophy in embryos and pancreatitis-like phenotypes in adults. Finally, we showed that the lack of *tfeb* and both *tfe3a* and *tfe3b* transcripts increased the susceptibility of the embryos to different stress conditions, including oxidative stress and prolonged heat shock treatment.

The high level of redundancy between TFEB and TFE3, together with the early lethality of the TFEB knockout embryos in mice, has made nearly impossible assessing the contribution of these transcription factors during embryonic development. For this reason, we used a highly optimized high-throughput mutagenic strategy to induce genome editing using the CRISPR-Cas9 system targeting all the *tfeb* and *tfe3* long and short isoforms. We found that *tfeb, tfe3a* and *tfe3b* are essential for embryo survival during the early stages of development, with an almost complete lethality of the knockout larvae by 8–10 dpf. Notably, the presence of the *tfe3a* maternal long form, alone, was sufficient to restore embryo survival, allowing them to reach adulthood, even though the animals exhibited reduced growth and severe infertility due to underdeveloped oocytes. In contrast, the presence of all *tfe3a* forms (maternal and zygotic, long and short) was sufficient to guarantee the embryos a correct development and growth, thus revealing a fundamental role of *tfe3a* in zebrafish survival and development.

We also observed gender-specific phenotypes affecting the growth of male TKO adult fish. The progressive recovery of size specifically observed in TKO female fish is intriguing and seems to suggest the involvement of sexual-related factors. Long-range regulation of the regenerative capacity of organs and appendages has been observed in different species, from low vertebrates to some mammals [55]. Sexual hormones are involved in modulating tissue regeneration in zebrafish, including fin and cardiac regeneration [56,57]. Nevertheless, since different factors might be also involved at local level [58], further studies are required to elucidate the molecular mechanisms at the base of the size recovery observed in female TKO fish.

A previous report showed that *tfeb* and *tfe3* zebrafish genes were necessary for the activation of lysosomal pathways during stress conditions; however, genetic ablation of the long *tfeb* and *tfe3* forms did not affect embryonic survival and development [59]. This suggests that the *tfeb* and *tfe3a* short isoforms may have a compensatory effect when the long forms are absent, which may seem surprising, considering that the short forms lack the transactivation domain. Nonetheless, a previous report showed that a murine version of the TFE3 short form, which is generated by alternative splicing and lacks the transactivation domain, retains some transcriptional activity [60]. Alternatively, the short isoforms may heterodimerize with other members of the MiT-TFE family of transcription factors [61,62], promoting transcription of target genes.

TKO embryos present increased levels of apoptotic cells in basal conditions, mostly in brain and retina, and severe defects to gastro-intestinal organs, in particular exocrine pancreas and liver, which overall may be responsible for their embryonic lethality. Notably, we did not observe major signs of apoptosis in gastro-intestinal organs during development, suggesting that some of the effects caused by the lack of these transcription factors are cell-context dependent, as previously observed in other systems [1]. Proteomic analysis showed a reduction of pancreatic digestive enzymes and lysosomal proteins in TKO embryos. Further histological and EM analysis highlighted the presence of damaged pancreatic zymogen granules in both embryonic and adult TKO samples, as well as typical signs of acute pancreatitis pathogenesis, such as ER stress, activation of the unfolded protein response (UPR), damaged zymogen granules, and accumulation of undigested granules in autophagolysosomes [63].

Pancreatic acinar cells must maintain elevated levels of protein synthesis and secretion, thus requiring a high degree of coordination between different organelles. Particularly relevant is the role played by the autophagic/lysosomal pathway in maintaining acinar cell homeostasis. Pancreatic enzymes or zymogens activate only after they reach the duodenum. Rupture of zymogen granules may lead to premature activation of the enzymes within the pancreatic cells, causing gland autodigestion and pancreatitis. It is therefore essential that defective granules are efficiently removed by autophagy. Consistently, it has been reported that disruption of autophagy by depletion of ATG5 or ATG7, as well as impairment of lysosomal function, is sufficient to cause spontaneous pancreatitis in mice [64–66]. The significant accumulation of abnormal granules in TKO acinar cells, many of them presenting disrupted membranes, is consistent with defects in selective autophagy of zymogen granules or zymophagy. Importantly, *sqstm* and *vmp1*, two of the genes showing a stronger downregulation in TKO acinar cells, have been directly implicated in the removal of fragile zymogen granules [38]. Reduced levels of other important autophagic (*optn*, *ulk1a*, *ulk1b*, *ubc*, *clec16a*) and lysosomal (*cd63*, *ctsla*, *ctsd*, *chmp4ba*) modulators may further contribute to the acinar cell defects observed in TKO animals.

Autophagy is also important to prevent ER stress in acinar cells [67] and loss of pancreatic VMP1 causes ER stress and severe pancreatitis in mice [43,68]. The increased expression of the main regulators of the three arms of the UPR (*xbp1*, *atf6*, and *eif2ak3*) observed in TKO acinar cells, suggests alterations in ER homeostasis. However, the levels of *atf4a* and *atf4b*, as well as many of their targets, were reduced in TKO animals. This is consistent with previous work from our laboratory identifying atf4 as a direct TFE3 target and showing that TFE3 is required to induce transcriptional upregulation of ATF4 in response to ER stress and starvation [44]. Furthermore, mice carrying knockout mutations in *Atf4* showed defects in the development of the exocrine pancreas, including a substantial decrease in the number and size of zymogen granules in acinar cells [69], which is again in agreement with the reduction of the zymogen granules’ diameter seen in TKOs.

Consistent with our observations, two recent reports have shown that acinar cell-specific TFEB-KO mice are more susceptible to stresses that induce pancreatitis, such as cerulein and alcohol consumption [39,40]. Our results expand these observations by revealing an essential role of *tfeb* and *tfe3* in providing basal quality control to prevent acinar cell damage during early stages of embryonic development. In addition, it is important to note that whereas different animal models have been generated to study the physiopathology of acute and chronic pancreatitis, most of them involve the use of rodents, and only a few have been developed in zebrafish [70,71]. From that point of view, our mutants might represent a new tool to study pancreatitis pathobiology *in vivo*, particularly given the scarcity of zebrafish genetic models available [41].

Compared to pancreatic acinar cells, liver and gut organs presented cell-cycle alterations in some cellular subpopulations. A previous study in mice showed that the specific knock-out of *TFEB* in endothelial cells (EC) reduced their proliferation *in vivo*, and blocked transition from G to S phase in cultured human primary ECs *in vitro* [17]. These data seem to fit with our scRNAseq analysis of liver dataset at 4 dpf, where we observed a higher percentage of hepatocytes in the G_1_ stage and a reduction in other stages (S, G_2_ and M). However, although the *in vivo* confocal analysis using a dual Fucci transgenic line partially confirmed the reduced proliferation in TKO embryos, it also suggested a possible block in the transition from G_2_ to M phases, at least for a subpopulation of hepatic and gut cells. Future analyses will be focus on clarifying these effects are cell-context dependent or represent a more general condition, as well as the relative involvement of these genes.

Our proteomic and scRNAseq analysis also revealed metabolic reprogramming and increased oxidative stress in both, embryonic and adult TKO hepatocytes. Embryonic hepatocytes seem to be the most affected, which is coherent with the severity of the phenotypes observed at the subcellular level. Although alterations were less pronounced in adult tissues, we did find evidence of increased oxidative stress, such as an upregulation of proteins involved in GSH metabolism. In addition, the second most upregulated protein in the adult liver proteomic dataset was glucose-6-phosphate dehydrogenase (G6pd), the rate-controlling enzyme of the pentose phosphate pathway [48], which plays an important role in sustaining the cellular redox state [72] and gets upregulated in response to oxidative stress [73].

Several studies have reported a role of TFEB and/or TFE3 in the regulation of metabolic functions in different cellular contexts [74,75]. The analysis of tfeb/tfe3 double knockouts in mice showed that they cooperate in controlling the energy metabolism through the regulation of glucose homeostasis, lipid metabolism, and mitochondrial dynamics [25].

Finally, we showed that the lack of *tfeb*, *tfe3a* and *tfe3b* genes strongly increased the sensitivity of the embryos to different environmental stimuli, such as increased oxidative stress and heat shock treatment, further corroborating the pivotal role of these transcription factors in cellular stress responses and animal survival.

## Materials and methods

### Ethical statement

All zebrafish experiments were performed in compliance with the National Institutes of Health (NIH) guidelines for animal handling and research under NHLBI Animal Care and Use Committee (ACUC) approved protocol H-0252R5.

### Zebrafish lines and maintenance

Zebrafish handling and breeding were performed in accordance with relevant guidelines and regulations. All embryos were raised in an incubator at 28.5 °C until 6–7 dpf. Larvae and adult zebrafish were housed in a recirculating aquatic system with a light/dark cycle (14/10 h, respectively) and a water temperature of 28 °C. Zebrafish embryo staging was performed as described previously [76]. The following zebrafish strains were used: wild-type zebrafish strain EK (Ekkwill) and TAB5; *2CLIP;Tg(ptf1a:EGFP)*^*jh1*^ [37] and Tg(-3.5ubb:Cerulean-gmnn-2A-mCherry-cdt1) dual Fucci [45] transgenic backgrounds. During development the living embryos were observed with a Zeiss Discovery.V12 stereomicroscope (Zeiss) with a PlanApo S 0.63X lens (Zeiss). Pictures were taken with an AxioCam ERc5s in Zen 2.3 Pro software (Zeiss).

### Generation of zebrafish *tfeb, tfe3a* and *tfe3b* KO lines

*tfeb* and *tfe3a/b* knockout (TKO) mutants were generated using high-throughput CRISPR/Cas9 methods as previously described [12,77,78]. Briefly, multiple gRNAs and the CAS9 were directly coinjected into the original *tfeb* Ex1 mutant line, and multiple mutated heterozygous alleles for each new site were recovered. To confirm the mutations at genomic level we used directly Sanger sequencing of fluorescent-PCR fragments amplified from gDNA obtained from fin-clipping of the caudal tail of the adult F0 fish. Because heterozygous samples present a mix of WT and mutated alleles which correspond to double peaks starting from the mutation site, the sequencing results were manually annotated using the zebrafish genomic reference present in Ensembl database. The sequencing of mRNA transcripts has been performed using cDNA synthetized from total RNA extracted from whole embryos obtained from an intercross of triple heterozygous F1 fish. Fluorescent PCR products were amplified using the corresponding cDNAs and the fragments were purified, directly Sanger sequenced and manually annotated, if necessary. Triple-heterozygous *tfeb*/*tfe3a*/*tfe3b* fish were intercrossed and different combination of genotypes were selected by genotyping. Finally, TKO were intercrossed to obtain lack of maternal transcripts during embryonic development. For a list of the targets used see S8 Table.

### Total RNA extraction from zebrafish embryos and cDNA synthesis

Zebrafish embryos at each stage were euthanized and then homogenized using a 1 ml syringe with a 25 G needle followed by further homogenization using the QIAshredder homogenizers (Qiagen). Total RNA was extracted using the PureLink RNA Mini Kit (Invitrogen) and digested with DNase I and the cDNA synthesis was carried out with the Superscript III First-strand Synthesis SuperMix for qRT-PCR (Invitrogen) using 1 μg of total RNA from each sample following standard conditions. All the primer pairs were designed on different exons to avoid the amplification of DNA possibly contaminating cDNA preparations. RT-PCR products were then separated on agarose gels at various concentrations (from 1 to 3% maximum, based on the fragments length) and visualized by ethidium bromide staining. Lack of gDNA contamination in cDNA samples was confirmed using a fragment of zebrafish β-actin cDNA that was amplified by PCR (35 cycles) as previously described [79]. For the list of the primers see S8 Table.

### Quantitative real-time PCR

Quantitative real-time PCR analyses were performed in quintuplicate using SYBR Green PCR Master Mix (Applied Biosystems) and primers designed using Primer3web (version 4.1.0). Reactions were assembled in 384-well plates (Applied Biosystems) and run under standard conditions on a QuantStudio 12 K Flex Real-Time PCR System (Applied Biosystems). Each experiment was replicated at least three times. Gel electrophoresis was used to check the specificity of the PCR products. A single product with the expected length was detected for each reaction. Expression levels were displayed relative to control conditions and normalized using elongation factor 1 alpha (*ef1a*) housekeeping gene expression and using the ΔΔCT method. See S8 Table for the primer sequences.

### Whole mount in situ hybridization (WISH)

WISH and imaging WISH were carried out as described by Thisse [80]. The following DIG-labeled antisense mRNA probes were generated by using DIG RNA Labeling kit (Roche): *fabp10a*, *trypsin* (*try*), *preproinsulin* (*ins*), *tfe3a* (all isoforms). *tfe3a* WISH antisense probe was generated amplifying a portion of *tfe3a* gene directly from genomic DNA, while the *fabp10a*, *trypsin* and *insulin* antisense probes were created amplifying a portion of the respective cDNAs and cloning them in PCR4-TOPO TA cloning vector (Thermo Fisher Scientific). All embryos used for WISH were fixed overnight in 4% paraformaldehyde (PFA)/PBS at 4 °C, rinsed with PBS-Tween, dehydrated in 100% methanol, and stored at −20 °C until being processed for WISH. Hybridized probes were then detected by using an anti-DIG antibody conjugated to alkaline phosphatase (AP; Roche) at a 1:5,000 dilution. Nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP; Roche) or INT/BCIP Stock Solution (Roche) was used as a substrate for alkaline phosphatase. Stained embryos were stored in 4% PFA until imaging. Imaging and embryo observation was done using a Zeiss Discovery.v12 stereomicroscope (Carl Zeiss Inc., Thornwood, NY, USA) or a Leica M205 microscope, Leica DFC7000G camera, and the Leica Application Suite X Imaging Software Suite version 3.4.1 (Leica Microsystems, Deerfield, IL, USA). Hybridization was performed at 68 or 70 °C.

### Glycogen quantification

FIJI [81] imaging software version 2.1.3 was used to quantify the total area of glycogen lacune in hepatocytes in electron microscopy pictures. Total glycogen amount of 4 and 5 dpf zebrafish embryos was measured as the amount of glucose released after glycogen digestion with Aspergillus niger amyloglucosidase (MilliporeSigma) as previously described [82,83].

### TUNEL assay

A TUNEL assay to label apoptotic cells was performed using the ApopTag Fluorescein In Situ Apoptosis Detection Kit (Millipore-Sigma, S7110) following the manufacturer’s instructions with minor modifications [79] and then imaged using a Zeiss Discovery.v12 stereomicroscope (Carl Zeiss Inc., Thornwood, NY, USA) or Zeiss 880 microscope (Jena, Germany). For the confocal imaging of TUNEL samples, either a Zeiss 20x Plan-Apochromat (0.8 NA) or a 10x Ec Plan-Neofluar (0.3 NA) objective were used. Excitation in the blue channel was performed at 405 nm with power settings below 6.6%, and emission was collected within a bandwidth of 415–475 nm. For the green channel, excitation was conducted at 488 nm with power settings below 2.5%, and emission was collected within a bandwidth of 499–552 nm. Images were captured in a 1024 x 1024 pixel format, with pixel sizes of 0.52 microns in the XY dimension for the 20x objective and 0.83 microns for the 10x objective. Z-stacks were acquired with either 3.0 micron step sizes for imaging with the 20x lens or 4.93 micron step sizes for imaging with the 10x lens. Data acquisition was performed sequentially with a line average of 4.

### Histology

Paraffin sectioning and hemotoxin and eosin staining of adult fish were performed by Histoserv, Inc. (Germantown, MD). For paraffin consecutive sections of zebrafish embryos, the embryos at specific stages were fixed in 4% paraformaldehyde/PBS overnight at 4 °C. After 5 washes 1x in PBS, the embryos have been dehydrated with a scale of ethanol (25%, 50%, 75%, 95% and 100%) and then clearified in a scale of Xilene (ethanol:xylene 3:1; ethanol:xylene 1:1; ethanol:xylene 1:3; xylene 100%; xylene 100%) under a chemical hood. Cleared larvae were infiltrated and embedded in paraffin Paraplast X-tra (Electron Microscopy Sciences) in an oven at 80°C. Embryos were moved to paraffin blocks (Electron Microscopy Sciences) and manually oriented before the solidification of the paraffin. Consecutive five μm thick sections were taken on Superfrost coated slides (Fisherbrand) using a microtome. Paraffin on the slides was removed by passing them through three xylenes washes. After deparaffinization, the tissues were re-hydrated through a decreasing series of alcohol (100%, 90%, 75%, 50%, 25%) then moved to distilled water and stained with hemotoxin and eosin and mounted. Images of all the slides were acquired using a Hamamatsu NanoZoomer 2.0-RS slide scanner using a 20x variable lens (Hamamatsu).

### Proteomics

Comparative proteomic analysis of WT and TKO embryos at 5 dpf, as well as liver explanted from WT and TKO ~ 1 year old adult male fish, was performed using the TMT-18plex labeling based quantitative proteomics method and liquid chromatography-tandem mass spectrometry (LC-MS/MS) by Poochon Scientific (Frederick, MD). Briefly, frozen samples were processed and, after protein quantification, 100 μg of protein from each sample was processed for trypsin digestion, followed by TMT-multiplex labeling using one TMT-18plex set. Seven unique TMT tags were used to label 50 μg of trypsin-digested peptides from each of the 6 digests/experiment and one master mix. After TMT labeling, the 7 labeled peptides were mixed followed by fractionation using basic reversed-phase UHPLC. Twenty-four fractions from each set were generated and analyzed sequentially by 24 110-minute LC-MS/MS runs. The 24 raw MS data files acquired from analysis of the 24 fractions were searched against Zebrafish (*Danio rerio*) protein sequences database obtained from the UniprotKB website using Proteome Discoverer 2.5 software (Thermo, San Jose, CA) based on the SEQUEST and percolator algorithms. The false positive discovery rate (FDR) was set to 1%. The resulting Proteome Discoverer Report contains all assembled proteins with peptides sequences and peptide spectrum match counts (PSM#), and TMT-tag based quantification ratio. Through comparison of the abundance of the 7860 proteins between 2 groups (WT and TKO), the proteins that significantly changed were analyzed and ranked by a fold change ≥25% and p < 0.05 (n = 3). Student’s t-test was used to analyze the statistical significance of differences between each two groups (WT and TKO) for comparison. The Average, STDEV, CV, and paired t-test (p-values) were calculated using Microsoft Excel. Zebrafish (*Danio rerio*) protein sequences Database was downloaded from the UniprotKB website.

### Gene ontology (GO) analysis

GO Enrichment analysis was performed using ShinyGO 0.80 (http://bioinformatics.sdstate.edu/go/) [84] and Enrichr (https://maayanlab.cloud/Enrichr/) [85].

### Two-photon zebrafish imaging

All imaging was conducted using a Leica SP8 Two Photon DIVE upright microscope (Leica Microsystems, Mannheim, Germany) with a pulsed dual-beam Insight X3 Ti-Sapphire laser (MKS Spectra-Physics, Milpitas, CA) and a Leica 25x HC FLUOTAR water dipping lens (NA 1.0). The pinhole diameter was set to 1 Airy Unit (A.U.), and the image format was set to 1024 x 1024 pixels. GFP imaging was performed using a two-photon excitation wavelength set to 920 nm at 0.6% laser power (< 1 mW at the back aperture), with fluorescence emission collected within a 500–550 nm bandwidth using a Leica HyD detector in the non-descanned emission pathway, set to a gain of 25%. The pixel size was 0.19 microns in the XY dimension. Bidirectional scanning was employed at 600 Hz. Tiled image volumes were collected with individual tiles covering 200 microns in the XY dimension and 1.0 microns in the Z dimension, with an imaging depth of approximately 150 microns.

The zebrafish FUCCI line was imaged with 870 nm excitation for the CFP component at 6.5% laser power (approximately 28 mW at the back aperture) and 7.3% laser power for the WT and KO lines, respectively, with 50% gain on the HyD detectors. For the mCherry component, 1045 nm excitation was used at 5% laser power (approximately 120 mW) and 2.7% laser power (approximately 70 mW) for the WT and KO lines, respectively, with 130% gain on the HyD detector. A line scan average of two was set to reduce noise in the image. For confocal movies, time intervals of 10 min 7 sec for the WT and 7 min 44 sec for the TKO were used.

All images were collected using Leica Application Suite X (LAS X) software. Volumetric reconstructions were made using the Imaris software package version 10.1.0 (Oxford Instruments, Abingdon, UK).

### Transmission electron microscopy

For electron microscopy analysis, 5 dpf zebrafish embryos and liver and pancreas organs explanted from 7 months old male fish were fixed at RT for 1 hour then overnight at 4 °C in 2.5% Glutaraldehyde + 4% Paraformaldehyde in 0.1M Sodium-Cacodylate buffer, pH 7.4. After fixation, samples were washed in 0.1M Sodium-Cacodylate buffer 3x20 minutes and postfixed in 1% OsO4 and 1.5% K3Fe(CN)6 in 0.1M Sodium-Cacodylate buffer, pH 7.4 for 1 hour on ice. Samples were then rinsed and washed 2x10 minutes with water and kept overnight in 1% Aqueous UA at 4 °C. The following day, samples were rinsed in water once and washed for 2x10 minutes, dehydrated in a graded series of ethanol for 10 minutes each (30%, 50%, 70%, 90% and 100% twice) followed by propylene oxide and infiltrated with Epon resin (Embed 812, Electron Microscopy Sciences) using increasing concentrations of resin dissolved in propylene oxide and three changes of 100% resin for 2 hours each. Solidification of the resin was obtained baking at 60°C for 48 h. Semithin sections (1–2 mm) were initially obtained and stained with toluidine-blue to isolate the region of interest. Ultrathin sections (65 nm) were cut from the block surface using a Leica EM UC7 ultramicrotome and digital micrographs were acquired on a JEOL JEM 1200 EXII TEM operating at 80 kV and equipped with an AMT XR-60 digital camera.

### FACS-sorting

Wild-type and TKO embryos were collected at 4 dpf, and GFP^+^ or dsRED^+^ cells from dissociated embryos were sorted on a FACS AriaIII (Becton Dickinson, Franklin Lakes, NJ) using FACS DIVA software (Version 8.0.20). For GFP+ cells, a manual resection of the tail and the head of each embryo was performed to enrich the pancreatic population of GFP+ cells. Single cell suspensions were generated using a previously published protocol [86] and stained with eBioscience Fixable Viability Dye eFluor 780 (Thermo Fisher Scientific) before the sorting following manufacter’s instruction to label dead cells and then sorted. Sorted cells were first gated on Forward Scatter Area versus Side Scatter Area dot plot. Two additional dot plots were used to remove cell clumps by using a singlet gate on Forward Scatter Area versus Forward Scatter Width followed by a second singlet gate on Side Scatter Area versus Side Scatter Width. Cells were also gated to select live that were negative fluorescence for the Viability Dye eFluor 780 (633nm excitation, emission 780/60nm). Cells falling within these four gate regions were then evaluated for GFP+ cells on a dot plot of GFP (488nm laser excitation, emission 530/30nm bandpass) versus autofluorescence (488nm laser excitation, emission 576/26nm bandpass). The dsRED+ cells were identified on a plot of dsRed (561nm laser excitation, emission 610/20nm bandpass) versus GFP (488nm laser excitation, emission 530/30nm bandpass). GFP^+^ and dsRED^+^cells were collected separately in a small volume of DMEM-10%FBS (25–30 ul) in a PCR-tube at room temperature and the final volume was then adjusted according to the 10X Chromium protocol (see below).

### Single cell capture, and sequencing with 10X genomics chromium

Single cell suspensions quality, number and viability were assessed with a dual fluorescence cell counter LUNA-FX7 (Logos Biosystems) using Trypan Blue Stain, 0.4% (cat T13001, Logos biosystems). 10,000 cells were targeted from each sample cell suspension. Cells were washed twice with PBS + 0.04% BSA and resuspended in about 500 cells per microliter. 10X Genomics’s Chromium instrument and Dual index Single-Cell 3′ Reagent kit (V3.1) were used to prepare the individually barcoded single-cell RNA-Seq libraries following the manufacturer’s protocol. Libraries quality was assessed by the TapeStation-4200 traces (Agilent BioAnalyzer High Sensitivity Kit) and quantitated by the Qubit system. Sequencing was done on the Illumina NextSeq-550 machine, using the High Output Kit v2.5 (Illumina). Following sequencing, an average 25,000 reads per cell were generated. The bcl files were demultiplexed into a FASTQ, aligned to Danio.rerio_genome and single-cell 3′ gene counting were performed by the standard 10X Genomics’s CellRanger mkfastq software (V7.0.1). The single-cell QC was generated by 10X Genomics’s CellRanger and visualized using 10X Genomics’s Loupe Cell Browser. Valid barcode reads in all samples were >95%. Reads aligned to zebrafish genome were >70% in all samples, while anti-sense reads were <2% in all samples. All key metrics were within the expected range and did not trigger any errors or warnings in the Cell Ranger web summaries.

### scRNAseq data processing and clustering

Clustering, filtering, variable gene selection, and dimensionality reduction were performed using the Seurat v3.2 [87,88]. Raw data matrices of 2 or more Seurat objects were merged to generate a new Seurat object with the resulting combined raw data matrix. The cell identities of the clusters were reassigned based on the expression of well-established hematopoietic markers that were identified by our unbiased analysis as cluster signature genes. scRNA-seq data have been deposited in GEO (GSE278733).

For all our analysis raw data matrices of two or more Seurat objects were merged to generate a new Seurat object with the resulting combined raw.data matrix. For the GFP^+^ cells, the original identifiers for each dataset were set and only recovered at the end of the analysis. Cells with <200 and >4000 detected genes or with >5 percentage of UMIs mapped to mitochondrial genes were excluded from further analysis. For the dsRED^+^ cells, the original identifiers for each dataset were set and only recovered at the end of the analysis. When we checked the mitochondrial QC metrics, both WT and TKO sorted cells presented a percent of mitochondrial DNA higher than usual. Because hepatocytes may contain high number of mitochondria [49], we set a < 60% of percent.mt as a threshold to include the hepatocytes in the analysis. The Seurat objects were processed according to the Seurat-guided clustering tutorial at https://satijalab.org/seurat/vignettes.html. Differential expression analysis between the WT and TKO GFP^+^ or dsRED^+^ cells was done using Seurat default function “FindMarkers”. scRNA-seq data are available at GEO under accession number # GSE278733.

### NaAsO_2_ and heat-shock treatments and survival assay in zebrafish embryos

For NaAsO_2_ treatment, WT and TKO fish were crossed and at 24 hpf, embryos were moved to E3 medium and divided in different 60 mm tissue culture dishes (Falcon) based on the size of each clutch. The medium was removed and changed with different concentrations (1, 1.5 and 2 mM) of a NaAsO_2_ solution (ChemCruz, CAS number 7784-46-5) in E3 medium from a 1 mM stock solution in ultra-pure water. Embryo survival was checked every morning under a stereomicroscope (Zeiss), dead embryos were removed, and the solutions were changed with new ones prepared fresh every day from a 1 M NaAsO_2_ stock solution prepared daily diluting the powder in ultra-pure water. At the end of each treatment the survival embryos were anesthetized and euthanized. For heat-shock treatments, WT and TKO fish were crossed and the day after, embryos were collected, moved to E3 medium, divided in different 100 mm tissue culture dishes (Falcon) based on the size of each clutch, and kept at 28.5°C until further processing. At specific time points (5 hpf, 1, 1.5 and 2 dpf), part of each clutch was moved to a different temperature setting (33°C for 5 hpf and 37°C for all the rest) in a specific incubator. Embryo survival was checked every ~12 hours under a stereomicroscope (Zeiss), dead embryos were counted and removed. Fresh pre-warmed E3 medium was added each day. At the end of each treatment (3 dpf) all embryos were anesthetized and euthanized. For both, NaAsO_2_ and heat-shock treatments, collected data was used to calculate survival rates using the Kaplan-Meier method in Prism 10 (Graphpad). Statistical analysis was performed on pairwise comparison of individual survival curves using the logrank (Mantel-Cox) test.

### Statistical analysis and reproducibility

Each experiment was performed at least three times independently with similar results unless otherwise mentioned in figure legends. Obtained data were processed in Excel (Microsoft Corporation) and Prism 10 (GraphPad Software) to generate bar charts and perform statistical analyses. Student’s *t* test, logrank (Mantel-Cox) test, one-way ANOVA or two‐way ANOVA were run for each dependent variable, as specified in each figure legend. All data are presented as mean ± standard error of the mean (SEM), unless otherwise specified. No statistical method was used to predetermine the sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

## Supporting information

S1 Fig Lack of *tfeb* and *tfeb*, *tfe3a and tfe3b* induced altered gene expression and apoptosis during embryo development. **(A)** Mutated alleles characterizing the genotype of TKO fish. **(B)** Genomic and mRNA regions around each gRNA target were amplified by PCR and then SANGER sequenced. Part of the sequenced regions surrounding each site has been compared to the WT sequences and is shown in each alignment. Lower case letters indicate intronic sequences, bold letters highlight single base insertions. Asterisks and dashes mark identical and deleted bases, respectively. **(C)** Real-time qPCR expression analysis of different *tfe3a* maternal forms at 8/16 cell stage in WT and embryos obtained from different crosses. The expression in WT embryos has been used as reference. **(D)** Relative expression analysis by real-time qPCR of long and short *tfeb* maternal forms at 8 cell stage in WT and embryos obtained from a cross of females TKO and males DKO-*tfe3a*^+/-^. **(E-F)** Analysis of lysosomal markers in TKO and WT embryos at 2 and 4 dpf. **(G)** Proliferation, cell cycle, pro- and anti-apoptotic expression markers at 4 dpf. Proliferation marker: *pcna*. Cell proliferation inhibiting factors: *ccng1*, *p21*, *Delta113tp53*. Pro-apoptotic genes: *tp53*, *rps27l*, *mdm2* and *baxa*. Anti-apoptotic genes: *bcl2l1*. All the data represent means ± SEM, n = 3 independent experiments. Statistical significance was determined by using two-way ANOVA with Sidak’s multiple comparisons. ns, not significant, * < 0.05,** < 0.01, *** < 0.001, **** < 0.0001. **(H-I)** TUNEL assay in WT and TKO embryos at different developmental stages. (H) Confocal maximum projections of embryos showing TUNEL^+^ cells (green) and DAPI (blue) at 3 and 4 dpf. Lateral positions, anterior to the left. Scale bars, 100 μm. (I) Fluorescent stereomicroscope pictures of TUNEL staining (green) of 5 dpf embryos in lateral and dorsal orientation, anterior to the left. Scale bars, 150 μm. E, eye; OT, optic tectum; PF, pectoral fins.
(TIFF)

S2 Fig Lack of *tfeb*, *tfe3a and tfe3b* affects pancreas and liver development. **(A)** Heat map showing the relative abundance of 856 differentially expressed ranked proteins (fold change >1.5, p < 0.05, n = 3). The color key indicates the relative abundance of each protein (0 to 1.0) across 6 samples. **(B-C)** ShinyGO KEGG (B) and Molecular Function (C) term enrichment of proteins significantly upregulated in TKO mutants compared to WT siblings. FDR, false discovery rate. **(D)** Heat map showing the relative abundance of vitellogenin proteins in WT and TKO samples. **(E)** H&E staining of longitudinal sections showing the pancreas and gut in the trunk of paraffin embedded WT and TKO embryos at 4 dpf. G, gut; I, islet; P, exocrine pancreas. Scale bars, 50 μm. **(F-I)** H&E staining of transversal sections showing the gastro-intestinal organs in the trunk of paraffin embedded WT (F-G) and TKO (H-I) 5 dpf embryos. Consecutive sections are shown in rostro-caudal order from left to right and from top to bottom of the sequence. Black arrows point to discontinuities in the exocrine pancreas tissue, black arrowheads indicate the central region of exocrine pancreas. P, exocrine pancreas; G, gut; L, liver. 5 μm sections. Scale bars, 100 μm.
(TIFF)

S3 Fig Morphological defects TKOs embryonic pancreas. **(A-B)** Representative max-projections (green) and Imaris 3D reconstructions (yellow) of confocal Z-stacks of 2CLIP WT and TKO embryos at 4 and 5 dpf, respectively. Dorsal views, anterior to left. Scale bars, 30 μm. **(C)** Dorsal views of 4.5 dpf WT and TKO 2CLIP embryos. Red dashed lines indicate the midline of the embryos, pancreas have been highlighted with a yellow line. The yellow arrow points to GFP^+^ signal on the other side of the embryo near the liver (white asterisks), suggesting possible heterotaxia. **(D)** Representative max-projections (top) and corresponding Imaris 3D reconstructions (bottom) of confocal Z-stacks of TKO L embryos at 5 dpf. Dorsal views, anterior to the left. **(E)** Quantification of the percentage of embryos for each category in WT and TKO embryos at 4.5 dpf. L, lefty; R, righty; SI, Situs Inversus. **(F-G)** Toluidine staining of resin semithin transversal sections of 5 dpf embryos (F) and a portion of adult pancreas (G) showing the regions used for the TEM analysis. Liver and pancreas are highlighted in yellow and red, respectively. Scale bars, 50 μm.
(TIFF)

S4 Fig Single cell RNA-sequencing data from sorted GFP+ cells at 4 dpf. **(A)** Experimental workflow used for scRNA-seq experiments of 4 dpf embryos. **(B-C)** FACS isolation of the GFP^+^ cell population from 4 dpf WT and TKO 2CLIP embryos. **(D)** Table showing cell quality control metrics for the GFP^+^ cells generated by 10X Cell Ranger. **(E)** Violin plots showing quality control features (nFeature_RNA, nCount_RNA and percent.mito) for both, GFP^+^ WT and TKO data sets. **(F)** UMAPs showing clusterization of WT (left) and TKO (right) GFP^+^ cells. **(G)** UMAPs showing the projection of the clusters (left) and the two genotypes (right, WT and TKO) merged for the analysis. **(H)** Dot plot showing expression of liver, endocrine pancreas (EnP), exocrine pancreas (ExP) and neural markers in the different cluster population. **(I)** UMAPs showing clusters (left) and genotype (right) of the subset of the pancreas-related clusters. Numbers in parenthesis indicate the total number of cells for each cluster. **(J)** Dot plots showing expression of cell cycle (G_1_/S and G_2_/M), acinar/endocrine/ductal (Ac/End/Ductal), pancreatic Notch-responsive cells/centroacinar cells (PNCs/CACs), and epithelial-mesenchymal transition (EMT) markers in merged clusters shown in (I). In each dot plot, the size of the dot encodes the percentage of cells within a class, the color indicates the average level of expression (purple is high, grey is low).
(TIFF)

S5 Fig Morphological defects in livers of TKO embryos and adult fish. **(A)** Cartoon showing the proliferation rate during liver growth phase in WT embryos. Left lobe livers reach cellular homeostasis ~5–7 dpf. **(B)** (Left) Representative max-projection of confocal Z-stacks of a FUCCI WT embryo at 3 dpf. The dashed yellow line highlights the left lobe liver. Lateral views, anterior to the left and dorsal to the bottom. Scale bar, 20 μm. (Right) Pictures of the same single plane over time from each confocal Z-stack. Arrowheads point at the same cerulean^+^ cells over time; during cell division, arrowheads present an outline of a different color. Note that cerulean^+^ nuclei become brighter right before the beginning of mitosis. Numbers indicate the time of each frame, starting from 50 minutes. **(C-D)** Representative EM pictures of hepatocytes from WT and TKO adult fish. Red asterisks label cellular peroxisomes. N, nuclei; g, glycogen lacunae. Scale bar, 2 μm (C) and 1 μm (D). **(E)** Quantification of the number of peroxisomes/area (~150 µm^2^) in EM sections of WT and TKO adult livers. Data represents means ± SEM. Statistical significance was determined by unpaired two-tailed t-tests. * < 0.05. **(F)** (Left) A volcano plot showing 245 differentially expressed proteins between TKO and WT zebrafish (n = 3 each). X-axis represents log2 of fold changes, y-axis represents statistically significant p-value (-log10 of p-value, n = 3). Blue dots represent 7615 proteins fold change <1.5, red dots are 245 differentially expressed proteins with a fold change >1.5, p < 0.05. (Right) Heat map showing the relative abundance of the same 245 differentially ranked proteins. Color Key indicates the relative abundance of each protein (0 to 1.0) across the 6 samples. **(G-H)** ShinyGO KEGG term enrichment of those proteins significantly downregulated (G) and upregulated (H) in TKO mutants compared to WT siblings. FDR, false discovery rate.
(TIFF)

S6 Fig Single cell RNA-sequencing data from sorted dsRED+ cells at 4 dpf. **(A-B)** FACS isolation of the dsRED^+^ cell population from 4 dpf WT and TKO 2CLIP embryos. **(C)** Table showing cell quality control metrics for the dsRED^+^ cells generated by 10X Cell Ranger. **(D)** Violin plots showing quality control features (nFeature_RNA, nCount_RNA and percent.mt) for both, dsRED^+^ WT and TKO data sets. **(E)** UMAPs showing clusterization of WT (left panel) and TKO (right panel) dsRED^+^ cells. The total number of cells in each cluster in shown in parenthesis. **(F)** Dot plots showing expression of hepatic, endocrine pancreas, and neuronal markers in WT (top panel) and TKO (bottom panel) dsRED^+^ datasets. **(G)** Violin plots showing the quality percent.mt control feature of each cell cluster for both the dsRED^+^ WT (left) and TKO (right) data sets as shown in (E). **(H)** Dot plots showing expression of liver, endocrine pancreas, neural, embryonic cholangiocytes (Chol), and proliferation markers in merged clusters shown in Fig 6A. **(I)** Cell cycle analysis using Seurat CellCycleScoring function in WT and TKO hepatic cells. Statistical significance was determined using Fisher’s exact test. * < 0.05 and ** < 0.01. **(J)** Gene ontology enrichment analysis of downregulated (DOWN) and upregulated (UP) genes in TKO and WT liver clusters: clusters 1 vs 0 as shown in Fig 6C. In each dot plot, the size of the dot encodes the percentage of cells within a class, the color indicates the average level of expression (purple is high, grey is low).
(TIFF)

S7 Fig TKO show reduced survival under cellular stress conditions. **(A-B)** Kaplan-Meier curves showing the survival rates of WT (A) and TKO (B) embryos following continuous exposure to different doses of NaAsO_2_ from 1 dpf stage. At each dose, untreated embryos were used as controls. The number of embryos per group is indicated in parenthesis. The same number of embryos has been used in each treatment. (Logrank tests: n.s., not significant; ** < 0.01; *** < 0.001, **** < 0.0001). Data show one representative experiment out of three independently performed. **(C)** Heat map showing the relative abundance of selected proteins at 5 dpf. The color key indicates the relative abundance of each protein (0.2 to 1.0) across the 6 samples.
(TIFF)

S1 Table Summary of mutants and their phenotypes. Summary of all the different combinations of KO mutants analyzed and the survival observed during development and adulthood. In red are highlighted the combinations that presented embryonic lethality, in bold the ones that presented phenotypes during adulthood.
(DOCX)

S2 Table Proteomic analysis of 5 days post fertilization WT and TKO embryos. In this study, 7652 proteins were quantitatively identified. 856 of 7652 proteins are significantly changed in their abundance (expression) (fold change ≥50%; p < 0.05; n = 3) in TKO group comparing to WT group. The 856 proteins differentially expressed were ordered by their expression level (Log2-Ratio (TKO vs WT)) from the most downregulated to the most upregulated.
(XLSX)

S3 Table GO analysis of down- and up-regulated in 5 days post fertilization WT and TKO embryos. List of differentially expressed proteins in WT and TKO embryos at 5 dpf and their respective GO analysis as shown in the study. Downregulated (DOWN) and upregulated (UP) proteins have been separated in different tables and listed by the most down- and up-regulated, respectively.
(XLSX)

S4 Table scRNAseq data on GFP+ cells sorted from 4 dpf WT and TKO embryos. List of marker genes for each cluster shown in the different UMAPs of GFP+ cells. The last table lists the genes differentially expressed between the TKO and the WT acinar cells (from the most down- to the most up-regulated).
(XLSX)

S5 Table Proteomic analysis of WT and TKO adult livers. In this study, 7860 proteins were quantitatively identified. 245 of 7860 proteins are significantly changed in their abundance (expression) (fold change ≥50%; p < 0.05; n = 3) in TKO group comparing to WT group. The 245 proteins differentially expressed were ordered by their expression level (Log2-Ratio (TKO vs WT)) from the most downregulated to the most upregulated.
(XLSX)

S6 Table GO analysis of down- and up-regulated in 5 days post fertilization WT and TKO embryos. List of differentially expressed proteins in WT and TKO adult livers and their respective GO analysis as shown in the study. Downregulated (DOWN) and upregulated (UP) proteins have been separated in different tables and listed by the most down- and up-regulated, respectively.
(XLSX)

S7 Table scRNAseq data on dsRED+ cells sorted from 4 dpf WT and TKO embryos. List of marker genes for each cluster shown in the different UMAPs of dsRED+ cells, DE analysis of TKO vs WT hepatocytes and GO analysis of the differentially expressed genes (down- and upregulated, respectively).
(XLSX)

S8 Table List of oligos and gRNAs used in this present study.

S1 Data Numerical DATA for figures.

S2 Data Numerical DATA for supplemental figures.
(XLSX)

# Supplementary material for: The transcription factors Tfeb and Tfe3 are required for survival and embryonic development of pancreas and liver in zebrafish
**Source:** PLoS Genet. 2025 Jun 27;21(6):e1011754. doi: 10.1371/journal.pgen.1011754
**Supplement:** S1 Table — Summary of all the different combinations of KO mutants analyzed and the survival observed during development and adulthood. In red are highlighted the combinations that presented embryonic lethality, in bold the ones that presented phenotypes during adulthood.

| **Table S1. Summary of mutants and their phenotypes** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **tfeb** | | | **tfe3a** | | | **tfe3b** | |  |  |
| **Fish** | **Embryos** | **LONG maternal** | **LONG zygotic** | **SHORT zygotic** | **LONG maternal** | **LONG zygotic** | **SHORT zygotic** | **Maternal** | **Zygotic** | **Survival** | **Notes** |
| Female triple knock-out long x Male triple knock-out long (from DOI: 10.1126/sciadv.abp8321) | TKO long | NO | NO | **YES** | NO | NO | **YES** | NO | NO | **Triple knock-out adults alive and fertile. Delayed growth.** | tfeb and tfe3a short forms present low level of transcriptional activity which is probably enough to sustain the embryo development OR compensatory effect of other genes |
| Female TKO long+short x Male TKO long+short | TKO long+short | NO | NO | NO | NO | NO | NO | NO | NO | **Embryonically lethal** |  |
| **Female TKO long+short** x Male DKO-tfe3a+/- long+short | TKO | NO | NO | NO | NO | NO | NO | NO | NO | **Embryonically lethal** | tfe3a zygotic forms are NOT sufficient to induce embryo survival |
|  | DKO-tfe3a+/- | NO | NO | NO | NO | **YES** | **YES** | NO | NO | **Embryonically lethal** |  |
| **Female DKO-tfe3a+/- long+short** x Male TKO long+short | TKO | NO | NO | NO | **YES** | NO | NO | NO | NO | **Adult alive, but strongly reduced size if not separated** | Maternal tfe3a long forms alone are sufficient to induce embryo survival, but not a normal adult growth |
|  | DKO-tfe3a+/- | NO | NO | NO | YES | YES | YES | NO | NO | Adult alive and normal | tfe3a transcripts (maternal and zygotic) alone are  sufficient to induce embryo survival and normal adult growth |
| Female DKO-tfe3a+/- long+short X Male DKO-tfe3a+/- long+short | TKO | NO | NO | NO | **YES** | NO | NO | NO | NO | **Adult alive, but strongly reduced size if not separated** | Maternal tfe3a long forms alone are sufficient to induce embryo survival, but not a normal adult growth |
|  | DKO-tfe3a+/- | NO | NO | NO | YES | YES | YES | NO | NO | Adult alive and normal |  |
|  | DKO (tfeb and tfe3b nulls) | NO | NO | NO | YES | YES | YES | NO | NO | Adult alive and normal |  |

How the deposited data were processed for this re-analysis (not part of the article)

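Single-cell RNA sequencing data of 4 libraries were used, 1 each for GFP+ and dsRED+ cells sorted from WT and TKO embryos at 4 dpf. The paper's microscopy and proteomic data were not used here. Of the paper's tables of marker and differentially expressed genes for these cells only a part was held, so no overlap with them was computed. The sources give 1 library per condition, so no test between genotypes was run and no p-value is given.

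The authors demultiplexed and aligned the reads and made the deposited counts, which are UMI counts per gene and barcode, with Cell Ranger 7.0.1, and the deposited matrices hold the barcodes that Cell Ranger called as cells. The submitters' notes name the genome build GRCz10, and the gene annotation is not given in the sources used here. The paper names Seurat 3.2 for its own filtering and clustering. Everything below was computed from the deposited counts of 25432 genes, which carry 24782 distinct symbols. The GFP+ libraries hold 20637738 UMIs (WT) and 28445698 UMIs (TKO), and the dsRED+ libraries 24991712 (WT) and 34730931 (TKO). No genome sequence was used.

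Barcodes with 200 to 4000 detected genes were kept, with at most 5% mitochondrial UMIs for GFP+ and under 60% for dsRED+ cells. The paper does not say whether its limits on detected genes hold for dsRED+ cells, and they were applied to both. Cells were clustered in R 4.3.3 with Seurat 5.3.0 and Matrix 1.6.5: log normalization, 2000 variable genes (vst), 10 principal components (seed 42), and resolution 0.5 for GFP+ and 0.3 and 0.1 for dsRED+ cells (seed 0). No batch correction was made. A marker counted as present in a cluster when at least 25% of its cells had a UMI and its CPM was at least 25% of the highest CPM in any cluster. A cluster took the name of a cell type with at least 3 markers present and more than any other type. Its 10 leading genes had also to hold at least as many markers of that type as of any other. A cluster with 5 markers of division was called dividing. These limits and numbers of markers, and the rule for which clusters to leave out before the second clustering of GFP+ cells, were set after the clusters had been seen. Doublets were scored with Scrublet in scanpy 1.11.5 at an expected rate of 0.05.

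UMIs were summed over all non-dividing cells of a class by library. Ratios are CPM in TKO over WT, with exact conditional binomial 95% intervals, and shares have exact binomial 95% intervals. In place of 0 UMIs a floor of 3 UMIs over the summed cells was used. These steps and the figures used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 (seed 20250601). For each of 29 gene lists, members with at least 20 CPM in either genotype were used, a ratio of at least 1.5 or its inverse counted as higher or lower, and the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The lists hold pancreatic enzymes, the autophagy, lysosomal and ferritin genes and the transcriptional regulators that the paper names, autophagy machinery, lysosome, V-ATPase, ER chaperones and unfolded protein response, ATF4 and its targets, antioxidant genes, p53 targets, immediate-early and heat-shock genes, ribosomal proteins, glycolysis and gluconeogenesis, glycogen breakdown, glycogen synthesis, nuclear oxidative phosphorylation, the mitochondrially encoded respiratory chain, the tricarboxylic acid cycle, glutathione metabolism, peroxisome, fatty acid degradation, acute phase and complement, apolipoproteins, vitellogenins, cholesterol synthesis, S phase and G2/M phase. Many lists hold genes that the paper names from the same libraries, so their percentiles are not independent evidence. Where a list has under 6 measured members, its range in brackets is that of the members.

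Named genes are the targeted genes, every gene that the paper names for these cells in its text or in Fig 4B to 4H, the 10 highest and 10 lowest ratios in each comparison among genes with at least 100 CPM in 1 library and 50 UMIs over both, the 2 highest and 2 lowest members of each list, and the mitochondrially encoded genes in hepatocyte-like cells. Mitochondrially encoded genes and ribosomal proteins were left out of the highest and lowest ratios. The part of the paper's S4 and S7 Tables that is held and the pictures of Fig 4 and Fig 6 had been seen before this rule was written. Of the genes it takes, the text names those that stand for a list or a statement. Values of named genes in other cell types were read after the comparisons had been made.

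Cell cycle phases were called with CellCycleScoring after each cell had been thinned to 1000 UMIs, using genes found in at least 10 cells, a limit set after the data had been seen. Mitochondrial UMIs were thinned with the rest, so nuclear UMIs per cell were not made equal. Cells with fewer UMIs were left out. Alternatives were other scalings, equal weight per cell, cluster against cluster, other clusterings (20 principal components, variable genes without list members), other mitochondrial limits (10% for GFP+, 20% for dsRED+), doublets left out, dividing clusters kept, no minimum CPM, acinar lists without the genes that the paper names, hepatocyte-like cells of the GFP+ libraries, and thinning to 500 or 2000 UMIs or none. Cluster against cluster compares whole clusters, with the cells of either genotype in them, except for the cell cycle, where WT cells of the mostly WT clusters are set against TKO cells of the mostly TKO cluster.

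The ratio steps were tested on simulated data with 50 genes at each of 4 fold changes (0.25, 0.5, 2 and 4). In the acinar comparison 100.0% of the changed genes were counted on the right side and 0% of the unchanged ones on either, and 94.8% of the intervals of 2298 genes held the true ratio. In the hepatocyte comparison the same shares were 100.0% and 0%, and 95.4% of the intervals of 3128 genes held the true ratio. A list of 25 members set to 2-fold came back with a median log2 ratio of 0.95 in the acinar and 0.99 in the hepatocyte comparison. Of 100 lists without change, 2% (acinar) and 3% (hepatocyte) lay outside the central 95% of matched lists. These simulations hold counting error only.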

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

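The tests of depth for *junbb*, of free mitochondrial RNA and of the endocrine-like cells were chosen after the result had been seen, and so were the alternative with GFP+ cells under 60% and the condition that intervals had to clear a bound, while the bounds of the other tests were set before.

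*junbb* was nearly absent from TKO cells of every class in which it was measured, with 1314 UMIs in WT and 1 in TKO acinar-like, 3254 and 0 in hepatocyte-like, 992 and 0 in neuron-like and 1868 and 0 in mesenchyme-like cells. Against a haplotype carried along with a targeted gene, *junbb* lies on chromosome 3 while *tfeb* and *tfe3b* lie on 11 and *tfe3a* on 8, and of 6 genes with 16-fold or larger differences the same way in acinar-like and hepatocyte-like cells 0 lie within 300 genes of a targeted gene (96.4% of 2023 genes could be placed). Against depth, the TKO acinar-like sum holds 1.62 times the UMIs of the WT sum. A differing stretch of chromosome around *junbb*, a test written after its chromosome was known, cannot be told apart from a change in *junbb* alone, since only 2 other genes within 100 genes of it were measured, of which 0 differed by 4-fold or more. Another of the 6 genes, *fthl31*, also lies on chromosome 3, outside that window, and a wider difference on this chromosome was not tested. An effect of the mutations on *junbb* and a variant of *junbb* itself between the WT and TKO fish both stay open and untested.

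In TKO dsRED+ hepatocyte-like cells mitochondrially encoded genes were lower (−0.56) and nuclear respiratory chain genes higher (0.51). Against more WT cells with a high mitochondrial share, the nuclear list stayed above the ribosomal proteins by 0.19 (0.11 to 0.27) with a limit of 20%, next to 0.19 (0.10 to 0.25) with all cells, but this speaks only for the nuclear part, because the limit itself fixes the outcome for the mitochondrial part. Free mitochondrial RNA as the whole cause is argued against by the excess of mitochondrial UMIs in WT, which in neuron-like cells was 14.5% (−1.04 to 37.5) of that in hepatocyte-like cells (means per cell of 149 in WT and 51.0 in TKO, against 1699 and 1021, with TKO scaled to the depth of WT), since free RNA enters every droplet, although in endocrine-like cells that excess was 66.5% (32.2 to 110) with means of 608 and 157. The endocrine-like means lay far above their medians per cell, 172 in WT and 72.0 in TKO. Neuron-like cells had medians of 43.0 and 25.5, and hepatocyte-like cells 1632 and 1054. The test in neuron-like cells replaced, after its result had been seen, one in the hepatocyte-like cluster most evenly mixed by genotype, where the mitochondrially encoded list was at −0.08 and nothing was decided. The list was at 0.080 (−0.10 to 0.10) in the shallow GFP+ hepatocyte-like cells, which argues against an effect of the genotype on hepatocytes of either sort, but at −0.49 in GFP+ neuron-like, −0.53 in GFP+ endocrine-like and −0.35 in mesenchyme-like cells, so an effect on dsRED+ hepatocytes, an effect on several other cell types, a difference between the libraries and a part played by free RNA stay open.

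Immediate-early and heat-shock genes were lower in TKO dsRED+ hepatocyte-like cells (−2.65) and higher in TKO endocrine-like cells of the same libraries (1.03, 0.68 to 1.33), a difference between the cell types that was not tested. The endocrine-like value argues against a stress of all cells of the WT library during dissociation and sorting, but only so far as the endocrine-like cells are alike. The 71 WT and 209 TKO cells differed in their mix of hormone genes and in mitochondrial share (6.16% and 2.14%). With a mitochondrial limit of 20% the hepatocyte list was at −2.36 (−2.64 to −1.65), which argues against more WT cells with a high mitochondrial share. In the shallow GFP+ hepatocyte-like cells it was at −0.063 (−0.34 to 0.08), not lower as an effect of the genotype on hepatocytes of either sort predicts. Those cells also differ from the dsRED+ ones in mitochondrial share, so this value does not decide on that effect. A stress of WT dsRED+ hepatocytes alone during sorting and an effect of the genotype on dsRED+ hepatocytes alone were not tested. Both stay open, as does an effect of the genotype on hepatocytes of either sort.

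Over all cells of each class, single genes also went in opposite directions in the 2 cell types compared, and these differences were not tested: *jun* was at 0.35 in acinar-like and −2.33 in hepatocyte-like cells on the log2 scale of TKO over WT, and *eif2ak3* at 1.03 and −1.78. The acinar values did not keep their direction, with *jun* at −0.01 with equal weight per cell and −0.48 cluster against cluster and *eif2ak3* at −0.20 there, and *jun* was at 0.24 in the most even hepatocyte-like cluster. Large ratios in genes that the paper does not discuss were −14.91 for *si:dkey-14d8.6* and −10.83 for *zgc:92590* in acinar-like cells, and 5.49 for *aldh1a2* and 5.06 for *zgc:171534* in hepatocyte-like cells. In endocrine-like dsRED+ cells, whose ratios the paper does not report, *sqstm1* was at −2.57 and *fthl31* at −3.39.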

How the results depend on the processing

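Chosen after the data had been seen were the alternatives that leave out the highest 5% of Scrublet scores, take GFP+ hepatocyte-like cells under 60%, take only the most even hepatocyte-like cluster, leave out the hepatocyte-like cluster almost wholly of 1 genotype, or leave the genes that the paper names out of acinar lists. The last leaves no member, and so no value, for the enzymes and the lists of named genes. No paired analysis was possible because every condition has 1 library, all with replicate number 1, and the results come from no test. Depth limits the acinar lists of autophagy and lysosome, with most members under 20 CPM, and the GFP+ hepatocyte-like cells, where weak genes have no value. Where a value moved or changed sign, the cause was not tested. Scrublet called 1 doublet in each GFP+ library and 0 in the dsRED+ libraries, and leaving those out moved the ratio of none of the 171 acinar and 122 hepatocyte genes that the naming rule takes beyond its interval. For the hepatocyte genes this was fixed, as no cell was left out. For the acinar ones it nearly was, with 714 of 715 TKO and all 524 WT acinar-like cells kept.

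The highest 5% of Scrublet scores left out gave 3263 WT GFP+, 2974 TKO GFP+, 1617 WT dsRED+ and 2237 TKO dsRED+ cells, and the mitochondrial limit alone 2472 TKO dsRED+ cells. The other 5 counts of cells stayed within their intervals.

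A value counts below as turned where it changed sign and the main interval was clear of 0. For lists tied to the main acinar statements, 66 alternative values stayed within the main interval, 4 moved and 1 turned, and for the other lists 215, 29 and 2. Some alternatives in these counts could hardly move a value. Keeping dividing clusters summed the same 524 WT and 715 TKO acinar-like cells, and 20 principal components gave 523 and 714. Leaving out Scrublet doublets gave 524 and 714. Whatever the interval, 21 of 317 acinar and 42 of 404 hepatocyte list values changed sign. ER chaperones were at 0.34 with median-of-ratios scaling. With equal weight per cell, enzymes were at 0.40, ER chaperones at 0.38, apolipoproteins at −2.08 over 3 genes (1 gene in the main value) and *jun* at −0.0092. Cluster against cluster, ER chaperones were at −0.28, with *atf6* −0.038, *eif2ak3* −0.20, *fdps* −0.058, *hsp90b1* −0.61, *jun* −0.48, *pdia4* −0.34, *prdx3* −0.016 and *scarb2a* −0.44. Without a minimum CPM, lysosome was at −0.21 and apolipoproteins at −0.96 over 8 genes.

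For the main hepatocyte lists, 90 values stayed within the interval, 21 moved and 9 turned, and for the others 247, 32 and 5. These counts include the values with Scrublet doublets left out, which could not move because no hepatocyte-like cell was left out. Nuclear oxidative phosphorylation was at 0.38 over nuclear genes and 0.38 without cluster 4, which holds 18.4% of the WT cells. With equal weight per cell, antioxidant genes were at 0.61, nuclear oxidative phosphorylation at 0.72 and the tricarboxylic acid cycle at 0.87. Cluster against cluster they were at 0.58, 0.71 and 0.93, peroxisome at 0.56 and fatty acid degradation at 0.65. With a limit of 20%, antioxidant genes were at 0.14, glycolysis at 0.022, nuclear oxidative phosphorylation at 0.29 and mitochondrially encoded genes at 0.0094.

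In GFP+ hepatocyte-like cells under 5%, autophagy machinery was at 0.014, antioxidant genes at −0.10, glycolysis at 0.012, nuclear oxidative phosphorylation at 0.12, mitochondrially encoded genes at 0.14, tricarboxylic acid cycle at −0.046, fatty acid degradation at −0.086 and S phase at 0.16, with *aldoaa* −0.027, *apoba* −0.086, *ephx2* 0.56, *g6pca.1* −0.10, *gbe1b* 0.50, *gcdhb* −0.76, *hadhaa* −0.32, *idh2* −0.76, *mt-co2* 0.15, *mt-co3* 0.091, *ndufb11* −0.18, *ndufv1* −0.092 and *nqo1* −0.27. Under 60% the same lists up to fatty acid degradation were at 0.21, −0.041, 0.030, 0.064, 0.080, −0.063 and −0.036, with *aldoaa* −0.40, *ephx2* 0.62, *g6pca.1* −0.035, *gcdhb* −0.57, *hadhaa* −0.44, *idh2* −0.55, *lss* −0.38, *mt-co2* 0.080, *ndufv1* −0.25, *nqo1* −0.12, *pipox* −0.17 and *zgc:171534* −0.027.

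In the most even cluster, autophagy genes named by the paper were at 0.20, ER chaperones at −0.11, antioxidant genes at 0.21, nuclear oxidative phosphorylation at 0.19, mitochondrially encoded genes at −0.076 and fatty acid degradation at 0.14, with *ctsla* 0.42, *ephx2* 0.18, *gck* 1.96, *gpx1b* 1.64, *jun* 0.24 and *tfe3a* 0.39.

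Of the phase differences between TKO and WT, 10 values stayed within their interval and 5 moved. In percentage points, G1 was 14.0 cluster against cluster, G2/M −5.53 at 2000 UMIs and −5.96 cluster against cluster, and S −2.34 at 500 UMIs and −7.99 cluster against cluster. Without a mitochondrial limit the mitochondrial share, counted over clusters named hepatocyte-like only, was 21.1% in WT and 12.7% in TKO. Over all genes that the naming rule takes, 34 of 1710 alternative values turned in the acinar comparison, 27 of them cluster against cluster, and 112 of 1653 in the hepatocyte comparison, of which 37 and 35 in the GFP+ cells and 30 in the most even cluster.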

Differences from the paper's values

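Of the settings used in this part, the rule that names clusters from their markers and the alternative without the highest 5% of Scrublet scores were chosen after the data had been seen. No number that the paper states and that was recomputed here, all of them numbers of clusters, differed by more than 1.5-fold. The merged GFP+ cells gave 14 clusters where the paper has 17, and 16 to 18 under the alternatives. The merged dsRED+ cells gave 8 where the paper has 9, and 9 with 20 principal components, with variable genes that leave out the list members or with a limit of 20%. The paper also reports a mixed cluster of mitotic acinar cells, and among the merged cells no acinar-like cluster reached 5 markers of division at the limit of 5%, whereas with a limit of 10% 1 did, with 40 WT and 74 TKO cells.

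For *jun* in acinar cells the paper reports a strong reduction in TKO, whereas its log2 ratio over all acinar-like cells was 0.35 (0.31 to 0.39). It was at −0.01 with equal weight per cell and −0.48 cluster against cluster, which has the paper's direction, and of the regulators that the paper gives beside it *bhlhe40*, *bhlhe41* and *tgif1* were lower (−1.29, −2.36 and −4.24). *prdx6*, which the paper gives as slightly higher in TKO, was at −0.23 (−0.37 to −0.08) and stayed below 0 under every alternative run for acinar-like cells, while *prdx3* was at 0.21. *ulk1b* is among the genes that the paper calls strongly reduced, and its log2 ratio of −0.38 (−0.97 to 0.22) leaves no difference detectable, with −1.17 cluster against cluster. The paper reads expression from single clusters, and the sums here take all acinar-like cells of each library.

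All mitochondrially encoded respiratory chain genes are given in the paper as strongly lower in TKO hepatocytes. Of the 13 genes here 6 were lower by 1.5-fold and 0 higher, and all lay below 0 except *mt-atp8*, at 0.01 (−0.04 to 0.06), which was at −0.12 over nuclear genes and −0.20 cluster against cluster. Cluster against cluster the list was at −0.59, with 7 lower and 0 higher. Over all hepatocyte-like cells the paper reports a significantly larger G2/M share in WT from a test that takes cells as replicates. After thinning the shares were 21.5% in WT and 20.2% in TKO, with overlapping intervals, and the paper's direction was clearer without thinning (11.6% and 8.86%) and at 2000 UMIs (21.7% and 16.4%). Thinning counted mitochondrial UMIs, so thinned WT cells mostly keep fewer nuclear UMIs than TKO cells, and the overlap does not decide against the paper's result.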

Other observations

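In TKO hepatocyte-like cells the autophagy and iron genes that the paper names for acinar cells were lower as well. *sqstm1* was at a log2 ratio of −4.21 (−4.36 to −4.05), *clec16a* at −3.51 (−3.70 to −3.32) and *fthl31* at −4.46 (−4.65 to −4.28). Of the autophagy genes named by the paper 5 of 6 were lower (median −1.06 (−4.21 to −0.13)), of the autophagy machinery 6 of 12 (median −0.63 (−1.29 to −0.02), but 0.01 in the shallow GFP+ hepatocyte-like cells) and of the ferritin genes 2 of 2 (median −3.10), with 0 higher in each. The first list was at 0.20 in the most even cluster, where it rests on shallower cells. In contrast to acinar-like cells, the lysosomal genes hardly differed as a group, with 2 of 5 of those the paper names lower (median −0.36), 4 of 16 of the wider list (median −0.04 (−0.70 to 0.36)) and 1 lower and 1 higher of 7 V-ATPase subunits (median 0.08). The difference between the cell types was not tested. Of the ER chaperones 10 of 28 were higher and 1 lower (median 0.45 (0.36 to 0.63), percentile 95.6), or 5 higher and 1 lower over nuclear genes and a median of −0.11 in the most even cluster, and the stress kinase gene *eif2ak3* was at −1.78 (−2.07 to −1.50). ATF4 and its targets split evenly, 8 higher and 8 lower of 21 (median −0.06), and of the p53 targets 4 were higher and 6 lower of 11 (median −0.82, but 1.17 in the most even cluster). All 7 measured transcriptional regulators that the paper names for acinar cells were lower (median −2.66). Ribosomal proteins were at 0.32 (0.28 to 0.37), with 7 of 79 higher and 2 lower, and the list also took in kinase genes whose names start like ribosomal ones. Few cell cycle genes reached 20 CPM: 2 of S phase (median −1.83, with *ccne2* at −3.11 (−3.40 to −2.82)) and 5 of G2/M (median −0.42). No vitellogenin gene and no pancreatic enzyme gene was measured there. The targeted genes were at −2.89 (*tfeb*), −1.47 (*tfe3a*, but 0.39 in the most even cluster) and −1.21 (*tfe3b*).

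Of the metabolic lists with at least 6 measured members in acinar-like cells, cholesterol synthesis had the median furthest from 0, and 4 of 6 measured genes were higher in TKO and 1 lower (median 0.81 (−0.69 to 2.83), percentile 99.99), with *hmgcs1* at 2.83 and *fdps*, the farnesyl diphosphate synthase, at 1.50 (1.22 to 1.79). This list was at −0.18 cluster against cluster. Peroxisomal genes were at 0.42 (−0.77 to 0.87) (percentile 99.2), with 4 higher and 2 lower of 11, but at −0.48 cluster against cluster, and glutathione metabolism was at −0.36 (−0.93 to 0.42) (percentile 3.72). The other medians lay nearer to 0. Nuclear oxidative phosphorylation was at 0.03 (−0.02 to 0.10), mitochondrially encoded genes at −0.11 (−0.34 to 0.60) (0.02 with median-of-ratios scaling and −0.66 cluster against cluster), the tricarboxylic acid cycle at 0.06 (−0.20 to 0.31), glycolysis and gluconeogenesis at −0.14 (−0.44 to 0.08), ribosomal proteins at 0.00 (−0.05 to 0.09) and fatty acid degradation at 0.10 (−0.29 to 0.37). Too few members were measured for the other lists to describe a group: glycogen breakdown 0.13 (3 genes), glycogen synthesis −0.47 (1), acute phase and complement −2.79 (2), apolipoproteins 0.07 (1), S phase 0.30 (4) and G2/M phase 0.09 (5). No vitellogenin gene was measured.

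Lower *sqstm1* and *fthl31* were not limited to acinar-like and hepatocyte-like cells. *sqstm1* was at −2.56 (−3.04 to −2.12) in ductal-like, −2.31 (−2.78 to −1.86) in GFP+ endocrine-like, −1.40 (−1.98 to −0.83) in neuron-like, −1.40 (−2.07 to −0.76) in radial glia-like and −1.18 (−1.44 to −0.94) in mesenchyme-like cells, and *fthl31* at −3.19, −3.03, −1.73, −2.40 and −2.24. In dsRED+ endocrine-like cells, where the median over all genes was −0.29, 14 of 22 lysosomal genes were lower and 2 higher (median −1.11 (−1.38 to −0.21)), and of 14 V-ATPase subunits 9 were lower and 0 higher (median −0.74 (−1.60 to −0.29)), while their autophagy machinery lay near that median, with 8 lower and 5 higher of 21 (median −0.28). In GFP+ endocrine-like cells the autophagy machinery was lower, with 14 of 23 members (median −0.92 (−1.36 to −0.25)) against a median over all genes of −0.31, while their lysosomal genes lay near it (median −0.34, 8 lower and 3 higher of 18). In mesenchyme-like cells 18 of 31 glycolytic genes were higher and 2 lower (median 1.04 (0.19 to 1.92)), while 8 of 15 G2/M genes were lower (median −0.87 (−1.78 to −0.25)). After neural and liver cells had been left out, mesenchyme-like cells formed 1 cluster of 195 WT and 83 TKO cells and 1 of 22 WT and 48 TKO cells that was led by glycolytic genes such as *eno3* and *ldha*, so these list values also carry the different mix of the 2 clusters in each library. *gcgb* had 8 UMIs in WT and 15469 in TKO dsRED+ endocrine-like cells, and 16536 and 36290 in GFP+ ones. With 20 principal components a cluster of 3 WT and 24 TKO cells led by *sst1.2* and *sst2* separated from the dsRED+ ones, and their mitochondrial share was 6.16% in WT and 2.14% in TKO, so the endocrine-like list values also carry a different mix and state of cells in each library. *ins*, the insulin gene, whose product comes from endocrine cells, had 3317 UMIs in WT and 0 in TKO mesenchyme-like cells. Whether these UMIs come from the mesenchyme-like cells themselves was not tested. These classes have between 69 and 1276 cells per library and no replicate.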
